# The Genotoxic Stress Sensor ZBP1 Drives Tau Pathology

**DOI:** 10.3390/cells15070591

**Published:** 2026-03-26

**Authors:** Jessica M. Thanos, Olivia C. Campbell, Nick R. Natale, Ana Royo Marco, Michael A. Puchalski, John R. Lukens

**Keywords:** Alzheimer’s disease, tauopathy, neuroinflammation, ZBP1, genotoxic stress, neurodegenerative disease, nucleic acid sensing, innate immunology

## Abstract

**Highlights:**

**What are the main findings?**

- Genetic ablation of the innate immune genotoxic stress sensor ZBP1 protects against tauopathy and associated neuronal loss.
- Knockdown of ZBP1 in tauopathy dampens neuroinflammation, limits gliosis, and suppresses the expression of necroptosis- and IFN-related genes.

**What are the implications of the main findings?**

- These findings provide a proof of principle that ZBP1 can be targeted to beneficially modulate the major neuropathological hallmarks of tauopathy, including gliosis, neuroinflammation, and neuronal loss.
- These results suggest that inhibiting ZBP1 may be an effective therapeutic strategy to slow or treat primary or secondary tauopathies, such as frontotemporal dementia and late stages of Alzheimer’s disease, as well as related neurodegenerative conditions.

**Abstract:**

Genotoxic stress, which includes DNA damage and the mis-localization of DNA and RNA, is a defining feature of tauopathies, Alzheimer’s disease, and several other neurodegenerative disorders. Recent findings indicate that activation of the innate immune system in response to genotoxic stress can drive harmful neuroinflammation, compromise neuronal integrity, and promote neurodegeneration. Multiple innate immune sensors of genotoxic stress have recently been discovered, but the contributions of many of these emerging nucleic acid–sensing pathways in neurodegenerative disease pathogenesis remain largely unexplored. Z-DNA binding protein 1 (ZBP1) is one such recently discovered genotoxic stress sensor that has been shown to incite various forms of cell death as well as proinflammatory cytokine production in response to left-handed Z conformations of DNA (Z-DNA) and RNA (Z-RNA). Here, we show that ZBP1 deletion provides protection against tau pathology and neuronal loss in the PS19 mouse model of tauopathy. Moreover, we find that this rescue of tauopathy seen with ZBP1 ablation is associated with dampened activation of microglia and astrocytes. These findings identify ZBP1 as a pivotal genotoxic stress sensor that drives tau pathology, gliosis, and neuronal loss in tauopathy. This work further suggests that targeting ZBP1 may offer a therapeutic strategy to treat tau-mediated neurodegenerative disease.

## 1. Introduction

Tauopathies are a diverse group of neurodegenerative diseases that include frontotemporal dementia, Alzheimer’s disease (AD), progressive supranuclear palsy, and others. Tauopathy disease progression is triggered by the accumulation of phosphorylated-tau (p-tau), which forms the backbone of the neurofibrillary tangles that propagate neuronal dysfunction and death. Recent studies indicate that unchecked neuroinflammation is a major driver of p-tau formation. More specifically, proinflammatory cytokine production has been shown to trigger excessive activation of stress kinases that phosphorylate tau in neurons [1,2,3,4,5,6]. While mounting evidence clearly implicates neuroinflammation in driving tauopathy, the specific molecular regulators of the dysregulated immune responses underlying tauopathy progression are just beginning to be uncovered.

Genotoxic stress in the form of DNA damage and DNA/RNA mis-localization is a hallmark of tauopathies, AD, and various other neurodegenerative diseases [7,8,9]. In the context of AD, recent studies have shown that activation of the innate immune system in response to genotoxic stress can trigger detrimental neuroinflammation, disrupt neuronal health, and lead to neurodegeneration [2,10,11,12]. Most notably, mounting evidence has revealed that detection of displaced DNA in the cytosol by the innate immune nucleic acid sensor cGAS-STING leads to heightened proinflammatory cytokine production, exacerbated neuropathology, and accelerated cognitive decline in various mouse models of AD [2,10,11,12]. Notably, blockade of cGAS-STING was shown to ameliorate neurodegenerative disease progression in models of both AD-associated amyloidosis and tauopathy [2,10,11,12], which suggests that targeting the innate immune response to genotoxic stress could offer a strategy to treat AD. In addition to cGAS-STING, multiple other innate immune-based genotoxic stress sensors have recently been discovered [13,14]. However, the roles of many of these emerging innate immune nucleic acid-sensing pathways in AD and other tauopathies have not been studied in great detail to date.

One such recently identified genotoxic stress sensor is Z-DNA-binding protein 1 (ZBP1; also previously referred to as DNA-dependent activator of IFN-regulatory factors or DAI). ZBP1 is a cytosolic innate immune sensor that detects double-stranded left-handed Z conformations of DNA (Z-DNA) and RNA (Z-RNA) [15,16]. While the majority of DNA and RNA exist in right-handed B-conformations, DNA and RNA can undergo conformational changes and acquire left-handed Z-conformations under conditions of genomic, metabolic, and oxidative stress [17]. ZBP1 has been most extensively studied in the context of viral infection, where it has been shown to be centrally involved in coordinating NF-κB signaling, proinflammatory cytokine production, and various discrete forms of cell death [18,19,20,21,22]. In addition to its prominent involvement in mounting protective antiviral immunity, studies conducted over the last few years have also begun to uncover pivotal roles for ZBP1 in driving autoinflammatory responses to host-derived Z-DNA/Z-RNA [23,24,25,26,27,28,29,30]. Recent studies have shown that Z-DNA/Z-RNA levels are elevated in the brains of AD patients and further indicate that this is accompanied by heightened ZBP1 activation and related downstream signaling [31,32,33]. Emerging evidence also suggests that ZBP1 is an instigator of neuroinflammation and brain pathology in models of AD-associated amyloidosis [31,34]. However, the role of ZBP1 in tauopathies remains largely unexplored.

Here, we investigated how ZBP1 shapes tau-mediated neurodegenerative disease progression in the Tau P301S (PS19) mouse model of tauopathy. By crossing PS19 mice to *Zbp1*-deficient mice, we show that loss of ZBP1 function markedly reduces pathogenic tau species, including multiple phospho-epitopes and misfolded/conformational tau. ZBP1 deletion also dampens microglial activation and astrocyte reactivity in the brains of PS19 mice. Single-nucleus RNA sequencing (snRNA-seq) of the hippocampus reveals that ZBP1 ablation blunts disease-associated transcriptional programs in microglia and astrocytes. Furthermore, genetic ablation of ZBP1 in tauopathy protects against neuronal loss and shifts excitatory neuron transcriptional profiles away from stress responses toward synaptic function and plasticity gene expression modules. Taken together, these data identify ZBP1 as a central innate immune mediator that links tau pathology to maladaptive glial activation and neuronal loss. Moreover, these findings suggest that targeting ZBP1-dependent signaling may offer a strategy to limit tau-driven neurodegeneration.

## 2. Methods

### 2.1. Animal Care and Maintenance

All mouse experiments were performed in accordance with the relevant guidelines and regulations of the University of Virginia and approved by the University of Virginia Animal Care and Use Committee. Tau P301S (PS19; The Jackson Laboratory, Bar Harbor, ME, USA; stock no. 024841) [35] and Zbp1-KO (Cyagen Bioscience, Santa Clara, CA, USA; stock no. S-KO-16146) mice were obtained and crossed to generate PS19^+/−^ *Zbp1*^+/+^ (denoted as PS19) and PS19^+/−^ *Zbp1*^−/−^ (denoted as PZKO) experimental mice. Mice were housed under specific pathogen-free conditions with controlled temperature (21 ± 1.5 °C) and humidity (50 ± 10%), maintained on a standard 12-h light/dark cycle and provided food and water ad libitum. Male and female mice were used in all studies in similar proportions, regardless of genotype, unless otherwise specified.

### 2.2. Tissue Collection and Cryopreservation

Mice were exposed to CO_2_ to induce deep anesthesia, then transcardially perfused with 20 mL of 1× Dulbecco’s phosphate-buffered saline (PBS; Thermo Fisher Scientific, Waltham, MA, USA; cat. no. 14190144) and decapitated as a secondary method of euthanasia. Brains were collected and bisected along the sagittal plane to yield two hemispheres, one for ELISA or sequencing experiments, and the other for immunofluorescence studies. For ELISA and sequencing experiments, hippocampal tissue was micro-dissected from one hemisphere, snap-frozen on dry ice, and stored at −80 °C until further use. For immunofluorescence studies, remaining hemispheres were immersion-fixed in 15 mL of 4% paraformaldehyde (PFA; Electron Microscopy Sciences, Hatfield, PA, USA; cat. no. 15714-S) in PBS overnight at 4 °C, washed in PBS three times at room temperature (RT), and transferred to 30% sucrose in PBS at 4 °C until they had fully sunk. Hemibrains were then washed again in PBS, embedded in optimal cutting temperature (OCT; Sakura Finetek USA, Torrance, CA, USA; cat. no. 4583) compound, snap-frozen on dry ice, and stored at −80 °C prior to sectioning. Cryopreserved hemibrains were sectioned coronally at 40 µm thickness using a cryostat (Leica Biosystems, Nussloch, Germany; cat. no. CM1950) to recover the entire hippocampal region and stored in 0.05% sodium azide (NaN_3_; Ricca Chemical, Arlington, TX, USA; cat. no. 71448-16) in PBS at 4 °C to minimize microbial growth prior to staining.

### 2.3. Enzyme-Linked Immunosorbent Assay (ELISA)

Frozen micro-dissected hippocampi were thawed at room temperature (RT) and mechanically homogenized in 250 µL tissue protein extraction reagent (T-PER; Thermo Fisher Scientific; cat. no. 78510) supplemented with 1× PhosSTOP phosphatase inhibitor (PhosSTOP; Roche, Basel, Switzerland; cat. no. C764L25) and 1× cOmplete protease inhibitor cocktails (Roche; cat. no. 11-697-498-001). Homogenates were centrifuged at 16,000× *g* for 10 min at 4 °C to recover soluble proteins in the supernatant. To extract insoluble proteins, remaining hippocampal pellets (approximately 25 µL) were resuspended in 150 µL 5 M guanidine hydrochloride (GuHCl; Thermo Fisher Scientific; cat. no. 24115) in 50 mM Tris base (pH 8.0) and incubated for 3 h at RT on a rocker at maximum speed. Samples were diluted 1:8 in PBS containing PhosSTOP and cOmplete inhibitors and centrifuged at 16,000× *g* for 20 min at 4 °C to recover insoluble proteins in the supernatant. Total soluble and insoluble protein concentrations were quantified against bovine serum albumin (BSA; Thermo Fisher Scientific; cat. no. BP1600-100) standards using the Protein 660 reagent (Thermo Fisher Scientific; cat. no. 22660) according to the manufacturer’s instructions and stored at −80 °C until use. Soluble and insoluble protein lysates were diluted in 1× PBS at 1:10 and 1:1000, respectively. Phosphorylated T181 and S396 tau levels were measured by sandwich ELISA according to the manufacturer’s instructions. Briefly, samples and standards were added to coated strips and incubated with detector antibody solution. Strips were washed in wash buffer, incubated with IgG–HRP solution, washed again, and incubated with stabilized chromogen. Reactions were stopped with stop solution, and absorbance was read at 450 nm on a plate reader. Blank values were subtracted from optical density readings and normalized to total protein. Normalized values were reported as picograms of target protein per milligram (pg/mg) of total protein.

### 2.4. Immunofluorescence

All immunofluorescence incubations were performed under gentle agitation on a laboratory rocker. Free-floating sections were blocked and permeabilized in 2% donkey serum, 1% BSA, 0.1% Triton X-100, and 0.05% Tween 20 in PBS (immunofluorescence [IF] buffer) for 2 h at RT. For staining with mouse-derived tau antibodies, 2 drops of mouse-on-mouse blocking reagent (Vector Laboratories, Newark, CA, USA; cat. no. MKB-2213-1) were added per 2.5 mL of IF buffer according to the manufacturer’s instructions. Sections were incubated with primary antibodies diluted in IF buffer overnight at 4 °C, washed three times in 0.05% Tween-20 in PBS (wash buffer) for 10 min at RT, and incubated with secondary antibodies in IF buffer for 2 h at RT. Sections were washed again, counterstained with 20 µg/mL DAPI (Sigma-Aldrich, St. Louis, MO, USA; cat. no. D9542) in PBS for 10 min at RT, and returned to PBS. Stained sections were mounted in ProLong Gold antifade reagent (Invitrogen, Carlsbad, CA, USA; cat. no. P36930) onto charged glass microscope slides (Thermo Fisher Scientific; cat. no. 1255015), coverslipped (Thermo Fisher Scientific; cat. no. 12-544C), cured overnight at RT, and stored at 4 °C protected from light until imaging. The following primary antibodies/fluorescent stains were used: AT8 (Thermo Scientific #MN1020; 1:500), MC1 (Peter Davies, Albany, NY, USA; 1:500), anti-IBA1 (Synaptic Systems, Goettingen, Germany; cat. no. 234-308; 1:1000), anti-CD68 (Bio-Rad, Hercules, CA, USA; cat. no. MCA1957; 1:1000), anti-P2RY12 (Abcam, Cambridge, UK; cat. no. ab300140; 1:1000), anti-GFAP (Thermo Scientific cat. no. 13-0300; Waltham, MA, USA), NeuroTrace 500/525 (Nissl; Thermo Scientific cat. no. N21480; 1:200), and anti-MAP2 (MilliporeSigma, Burlington, MA, USA; cat. no. AB5622; 1:200). All secondary antibodies were raised in donkey and conjugated to Alexa Fluor fluorophores (Invitrogen; 1:1000).

### 2.5. Image Acquisition and Analysis

All images were acquired on a Stellaris 5 confocal microscope using the LAS X software (v4.8.29271; Leica Microsystems, Mannheim, Germany) at 8-bit depth, 512 × 512-pixel resolution, and 1× digital zoom. All images encompassed entire sections to ensure consistent representation of bright-edge artifacts across samples. For whole-hippocampal regions of interest (HP ROI), tile scans were acquired at 10× objective magnification with 0.5-µm z-steps. A 10% overlap was set to enable accurate stitching, and tiles were stitched using the “None” option in LAS X to avoid additional blending or intensity correction. For fields of view (FOV) within hippocampal subregions (CA1, CA2, CA3, or DG), images were acquired at 40× magnification with 0.5-µm z-steps. All image processing and 2-dimensional (2D) analyses were performed in Fiji (ImageJ v1.54p; NIH, Bethesda, MD, USA). The Bio-Formats plugin was used to convert Leica image files (LIF) to TIFF format and to generate individual Z-stacks for each tile or image, split by channel. Z-stacks for each channel were converted to maximum-intensity projections, and automatic thresholding methods were selected for each channel to maximize signal-to-noise and account for background variability. Consistent thresholding parameters were applied to all images for each stain, regardless of animal, sex, or genotype. The “Measure” function was then used to obtain %area values, which were reported as coverage per FOV or ROI. All steps were implemented using custom Fiji macros to ensure consistent, batch-wise processing across samples.

### 2.6. Single-Nucleus RNA Sequencing (snRNA-Seq)

Snap-frozen hippocampi were collected from 9-month-old male PS19 and PZKO mice and submitted to GENEWIZ (Azenta Life Sciences, Burlington, MA, USA) for nuclei isolation, library preparation, and RNA sequencing. For each genotype, hippocampi from individual animals were processed separately. Nuclei were isolated using a proprietary detergent-based lysis buffer and gentle mechanical disruption, filtered to remove debris, and counted by fluorescent dye exclusion. Single-nucleus 3′ RNA libraries were generated using the Chromium Single Cell 3′ Reagent Kit (10× Genomics, Pleasanton, CA, USA) according to the manufacturer’s protocol and loaded for target capture of ~6000 nuclei per sample. Libraries were quality-checked by capillary electrophoresis and fluorometric quantification and sequenced on an Illumina NovaSeq platform. Raw BCL files were converted to FASTQ and processed with Cell Ranger (v7.0.1; 10× Genomics) using the count pipeline and the mm10 mouse reference genome to generate gene-by-cell count matrices for each sample. Cell Ranger outputs were then imported into R and used to construct Seurat objects. Ambient RNA contamination was estimated and corrected with SoupX, and low-quality nuclei were removed using the following thresholds: <600 UMIs, <300 detected genes, or >5% mitochondrial transcripts. Putative doublets were identified and removed using DoubletFinder, and high-quality singlets were then normalized, log-transformed, scaled, and used to identify highly variable genes. The PS19 and PZKO datasets were integrated using the harmony workflow in Seurat, followed by graph-based clustering with UMAP. Cluster-defining markers were identified and used to assign major cell-type identities (e.g., excitatory neurons, inhibitory neurons, microglia, astrocytes, oligodendrocytes, and endothelial cells). For each cell type containing >50 nuclei per genotype, differential expression analysis was performed using DESeq2 on pseudobulked counts. Volcano plots and feature plots were generated using Seurat and EnhancedVolcano. Significant and differentially expressed genes (DEGs) were used as inputs for functional and pathway enrichment analyses in EnrichR. Significantly enriched terms were ranked in ascending order by adjusted *p*-value, with the topmost (i.e., most significantly enriched) terms shown as bar plots.

### 2.7. Statistical Testing

For immunofluorescence (IF) and ELISA experiments, data are representative of two independent experiments, and male and female mice were used in similar proportions across genotypes. Each IF experiment included a minimum of 5 mice per genotype, with 2–3 sections per mouse and 1 image analyzed per section. ELISA experiments included one technical measurement per mouse sample. All IF and ELISA visualizations were generated in Prism (v11.0.0; GraphPad, San Diego, CA, USA). Coverage data from IF studies were analyzed using linear mixed-effects models implemented in the lme4 package in R, with mouse treated as a random effect to account for multiple sections per animal. ELISA data were analyzed using unpaired Student’s *t* tests in Prism (GraphPad). For single-nucleus RNA-sequencing studies, only male mice were used, and each sequenced sample consisted of pooled hippocampi from 5 males per genotype.

## 3. Results

### 3.1. Loss of ZBP1 Protects Against Tauopathy

To explore a role for ZBP1 in tauopathy pathogenesis, we crossed ZBP1-deficient mice (*Zbp1*^KO^; Figure 1A) onto the PS19 mouse model of tauopathy [35]. The resulting PS19 *Zbp1*^KO^ (PZKO) mice and their PS19 *Zbp1*^WT^ (PS19) littermates are compared throughout this study. In humans with tauopathies and in PS19 mice, specific epitopes of tau phosphorylation and conformational misfolding enhance pathogenicity and also serve as reliable diagnostic markers of disease progression. To evaluate whether ZBP1 deletion alters hippocampal accumulation of pathogenic tau species, we first quantified established markers of p-tau and tau misfolding. Enzyme-linked immunosorbent assays (ELISAs) of whole-hippocampal lysates showed reduced levels of soluble p-tau T181 (Figure 1B) and insoluble p-tau S396 (Figure 1C) in the PZKO hippocampus compared with PS19 littermates. Consistently, we found that genetic ablation of ZBP1 in PS19 mice markedly reduced levels of p-tau in the cornu ammonis 1 (CA1) and dentate gyrus (DG) of the hippocampus at 9 months of age in comparison to PS19 littermate controls (Figure 1D–F). Next, we performed immunofluorescence staining with the MC1 antibody, which detects pathogenic conformations of tau that have been linked with AD progression [36]. In line with our AT8 p-tau staining findings (Figure 1D–F), we also observed significantly reduced MC1 staining throughout the hippocampus of ZBP1-deficient PS19 mice, relative to PS19 littermate controls (Figure 1G–I). Taken together, these findings indicate that deleting ZBP1 represses tau pathology in PS19 mice.

### 3.2. ZBP1 Deletion Restricts Disease-Associated Microglial States in Tauopathy

In tauopathy, microglia transition from homeostatic to disease-associated states characterized by increased lysosomal activity and loss of homeostatic markers. Mounting evidence points to hyperactive microglial responses playing pivotal roles in driving tauopathy in AD patients as well as in tauopathy mouse models [1,2,3,5,37,38,39,40]. Therefore, we were next interested to explore how ZBP1 signaling impacts microglial activation in PS19 mice. To this end, we evaluated the staining of CD68 and P2RY12 on IBA1+ macrophages, which are canonical markers of microglial activation and homeostasis, respectively. Here, we found that the loss of ZBP1 in PS19 mice leads to a trend toward decreased coverage of the CNS macrophage marker IBA1 at 9 months of age (Figure 2A,B), which suggests a dampening of microglial responses in PZKO mice relative to PS19 littermate controls. In line with a potential diminishment of microgliosis in PZKO mice (Figure 2A,B), we also observed blunted expression of the phagolysosomal activation marker CD68 and markedly higher expression of the homeostatic microglial marker P2RY12 in PZKO mice (Figure 2A,C,D).

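Hippocampi of 5 male mice aged 9 months were pooled per genotype, which gave 1 library of PS19 mice and 1 library of PZKO mice, the PS19 mice that lack *Zbp1*. The methods also state that hippocampi from individual animals were processed separately, but the deposited counts carry no label for the animal. With 1 library per genotype there is no replicate check. Differences between the libraries are therefore given with intervals that cover counting error only, and no test was made. The authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted for each gene and nucleus, without normalization. The PS19 library held 11469 nuclei with 116488513 UMIs and a median of 5642 UMIs per nucleus. The PZKO library held 10920 nuclei with 171167884 UMIs and a median of 8342.5 UMIs, 1.48 times the PS19 median. Under the thresholds of the methods (at least 600 UMIs, at least 300 detected genes and at most 5% mitochondrial UMIs), 10466 PS19 nuclei and 10128 PZKO nuclei passed. After the removal of 876 and 821 putative doublets scored by Scrublet, 9590 PS19 nuclei and 9307 PZKO nuclei were kept. Within a cell class, the UMIs of each gene were summed over its nuclei and scaled to the same total in every class and library, in CPM. The log2 ratio of PZKO over PS19 comes with an exact 95% interval (Clopper-Pearson) from the split of the gene's UMIs between the libraries.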

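The targeted gene *Zbp1* (ENSMUSG00000027514) lies on chromosome 2 from 173206612 to 173218923 in the GENCODE M21 annotation of mm10. Over all nuclei kept, it had 92 UMIs in PS19 (0.913 CPM) and 38 UMIs in PZKO (0.250 CPM), a log2 ratio of −1.87 (95% interval −2.45 to −1.31). Of the 38 UMIs in PZKO, 20 lay in microglia (5.94 CPM), 4 in excitatory neurons, 2 in astrocytes and 1 in oligodendrocytes. *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* on the Y chromosome had between 5096 and 22559 UMIs per library, while *Xist*, which is transcribed from the inactive X chromosome of females, had 90 UMIs in PS19 and 80 UMIs in PZKO. The mouse *Mapt* gene, which encodes tau, had a log2 ratio of −0.02 (95% interval −0.03 to 0.00). *Prnp*, the source of the promoter of the tau transgene in PS19 mice, had a log2 ratio of −0.44 (95% interval −0.47 to −0.42). Its log2 ratio was −0.37 in microglia, −0.42 in astrocytes, −0.41 in excitatory neurons and −0.34 in oligodendrocytes. The counts were made on the mouse reference, so the tau transgene has no count of its own. The fall of *Prnp* does not measure the level of the transgene.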

To gain a more comprehensive and unbiased assessment of how ZBP1 signaling affects microglial biology in tauopathy, we next performed single-nucleus RNA sequencing (snRNA-seq) on pooled hippocampi from 9-month-old PS19 and PZKO mice. 

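The 18897 nuclei kept from both libraries were clustered together without integration, after the genes whose levels are compared between genotypes had been left out of the variable genes. The Leiden algorithm at a resolution of 1, with a further division of clusters that carried markers of different classes, gave 39 clusters. At a resolution of 0.5 there were 32 clusters, and without the removal of doublets 20594 nuclei formed 43 clusters. When each library was clustered on its own, 28 clusters were found in PS19 and 32 clusters in PZKO.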

Unsupervised clustering resolved 19 transcriptionally distinct populations visualized by UMAP (Figure S1A). 

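From lists of marker genes, 31 of the clusters were assigned to 14 classes. The other 8 clusters, with 421 PS19 nuclei (4.39%) and 358 PZKO nuclei (3.85%), were left unnamed, under thresholds that were set after the clusters had been seen. Most of the unnamed nuclei (271 in PS19 and 199 in PZKO) belonged to a cluster with few UMIs and no marker among its leading genes. Excitatory neurons comprised 11 clusters, oligodendrocytes and inhibitory neurons 3 clusters each, astrocytes 2 clusters and microglia 1 cluster. Small clusters of macrophages (25 PS19 nuclei and 22 PZKO nuclei), T cells (33 and 35 nuclei) and Cajal-Retzius cells (28 and 30 nuclei) were kept apart from the larger classes.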

Canonical marker identification (Figure S1B,C) identified major cell classes, including excitatory and inhibitory neurons (Ex and Inh), oligodendrocytes (OL), astrocytes (Astro), microglia (MG), oligodendrocyte progenitor cells (OPC), endothelial cells, pericytes (PC), ependymal cells (EP), vascular leptomeningeal cells (VLMC), and choroid plexus cells (CP) (Figure 2E). 

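Excitatory neurons made up 28.8% of PS19 nuclei (exact 95% interval 27.9% to 29.7%) and 32.3% of PZKO nuclei (31.3% to 33.2%), a rise of 3.48 percentage points. Oligodendrocytes made up 26.9% of PS19 nuclei and 24.2% of PZKO nuclei, and astrocytes 11.3% and 12.5%. Microglia fell from 9.87% (9.28% to 10.5%) in PS19 to 8.12% (7.58% to 8.70%) in PZKO, and inhibitory neurons rose from 5.75% to 6.58%. Choroid plexus cells showed the largest fall relative to their share, from 2.85% (2.52% to 3.20%) to 1.12% (0.914% to 1.35%), and VLMC rose from 1.01% to 1.96%. Under a stricter filter on nuclei (at least 1000 UMIs, at least 500 genes and at most 1% mitochondrial UMIs), the rise of excitatory neurons was 1.20 percentage points. The mix of excitatory neurons differed more than their total. The cluster that resembled dentate granule cells held 36.6% of excitatory nuclei in PS19 (34.8% to 38.4%) and 17.1% in PZKO (15.8% to 18.5%). Excitatory clusters with no assigned region rose from 16.4% to 26.6% of excitatory nuclei, clusters that resembled cortex or subiculum from 17.9% to 24.1%, and those that resembled CA3 from 15.3% to 19.5%. The variation of these shares between pools of mice is not known from 1 library each.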

Cell-type proportion analysis showed similar representation of these major populations between PS19 and PZKO hippocampal samples (Figure S1D,E), indicating that ZBP1 deletion does not produce large-scale shifts in hippocampal cell composition.

Microglial nuclei (MG; cluster 3) enriched for *Csf1r*, *Cx3cr1*, and *Inpp5d* (Figure 2F), were next compared between genotypes. 

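The microglial cluster held 947 PS19 nuclei with a median of 3313 UMIs and 756 PZKO nuclei with a median of 4179.5 UMIs. All 9 microglial markers, among them *Csf1r*, *Cx3cr1* and *Inpp5d*, were detected in it. The summed counts came to 3264648 UMIs in PS19 and 3365826 UMIs in PZKO. *Zbp1* had 48 UMIs in PS19 microglia (14.7 CPM) and 20 UMIs in PZKO microglia (5.94 CPM), a log2 ratio of −1.31 (95% interval −2.14 to −0.53).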

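Since nuclei of 1 pool are not replicates, no number of DEGs was derived from the counts. Among microglial genes with at least 100 UMIs over both libraries, ranked by the end of the 95% interval nearest to 0, the 5 lowest in PZKO were *Ttr*, *Spp1*, *Lyz2*, *Cryab* and *Dkk2*. *Ttr*, a transcript of choroid plexus cells, had 2576 UMIs in PS19 and 322 UMIs in PZKO (log2 ratio −3.04), and its log2 ratio was −3.03 in astrocytes, −3.22 in excitatory neurons and −3.33 in oligodendrocytes. *Spp1* had 535 and 128 UMIs, a log2 ratio of −2.11 (95% interval −2.40 to −1.83). The 5 highest were *Kirrel3*, *Iigp1*, *Rsad2*, *Cxcl10* and *Oasl1*. *Kirrel3* had 28 UMIs in PS19 and 328 UMIs in PZKO (log2 ratio 3.51, 95% interval 2.95 to 4.12), and *Rsad2* had 13 and 115 UMIs (log2 ratio 3.10, 95% interval 2.27 to 4.05). Without the removal of doublets the log2 ratio of *Kirrel3* was 0.28, that of *Cxcl10* fell from 2.61 to 0.86, that of *Iigp1* from 3.13 to 1.59 and that of *Rsad2* to 2.03.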

Differential expression analysis identified 1202 differentially expressed genes (DEGs) between PS19 and PZKO microglia (magenta = upregulated in PZKO; teal = downregulated in PZKO; Figure 2G). 

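The text and volcano plot of the study name 23 genes as lower in PZKO microglia. All 23 had a log2 ratio below 0 with an interval below 0, from −1.91 to −0.26, with a median of −0.74 (95% interval −0.82 to −0.67). Among 10000 random lists of microglial genes matched on mean expression, the median was 0.04 (95% range −0.05 to 0.11) and none was as low. This rank describes these libraries and is not independent evidence, because the study chose the genes on the same libraries. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 10744 UMIs in PS19 (3291 CPM) and 4440 UMIs in PZKO (1319 CPM), a log2 ratio of −1.32 (−1.37 to −1.27). The log2 ratios were −0.92 for *C1qa*, −0.52 for *Itgax*, −0.37 for *Tyrobp* and −0.26 for *Trem2*. Of the phagocytic and proteolytic genes, *Cd68* fell from 197 to 85.6 CPM (log2 ratio −1.21), and *Ubb*, *Cst7*, *Lamp1* and *Mpeg1* had log2 ratios of −0.98, −0.82, −0.73 and −0.51. The antigen presentation genes *Cd74*, *H2-D1* and *B2m* had log2 ratios of −0.92, −0.70 and −0.55. The median of the 23 genes moved most when no doublets were removed (−1.07), and it was −0.53 under the stricter filter on nuclei. In oligodendrocytes, 22 of the same 23 genes were lower in PZKO, with a median of −0.92, and for 18 genes the intervals of microglia and oligodendrocytes overlapped.

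**Figure D1:**
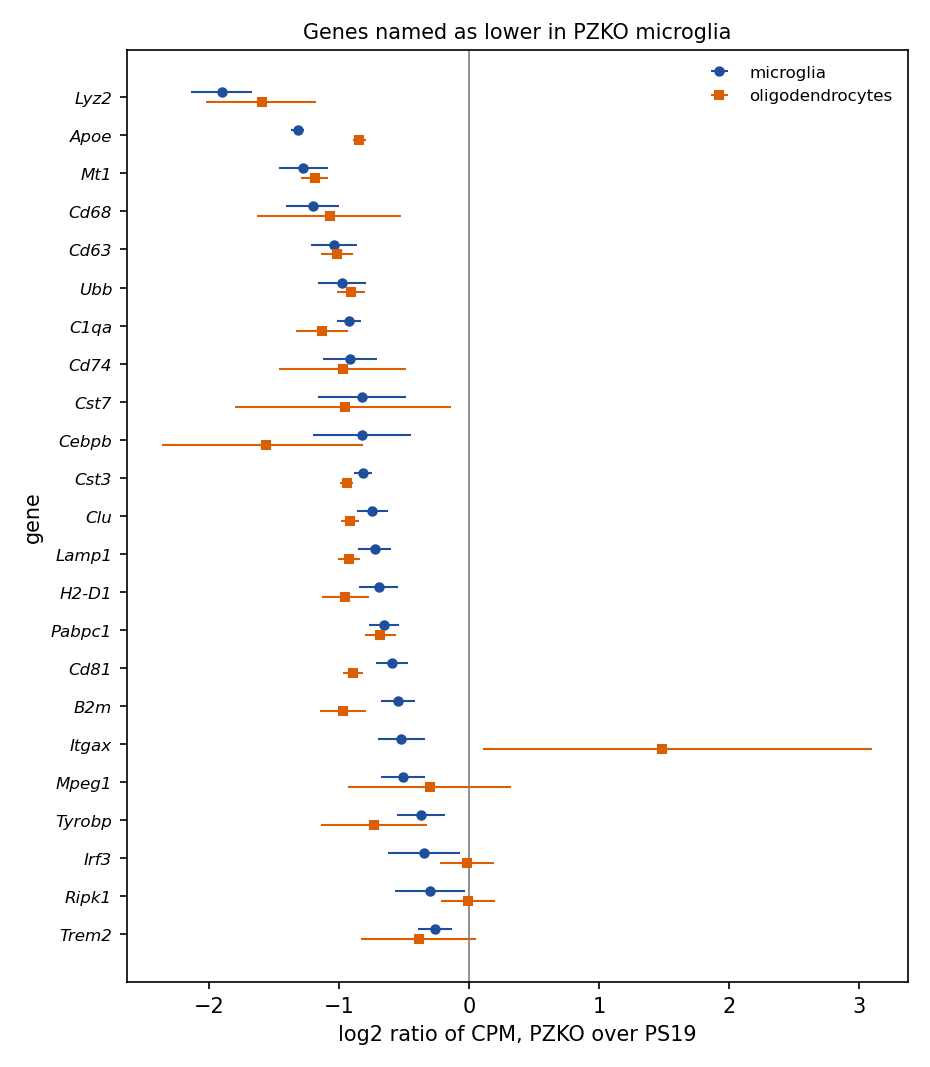
Log2 ratio of PZKO over PS19 (horizontal axis) of the 23 genes named as lower in PZKO microglia, in microglia and in oligodendrocytes. Points are ratios of CPM and bars their exact 95% intervals for counting error. In microglia all 23 points lie below 0, and in oligodendrocytes 22 do.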

PZKO microglia showed coordinated downregulation of genes related to disease-associated microglia (DAM) and inflammatory signaling (e.g., *Apoe*, *Trem2*, *Tyrobp*, *C1qa*, *Itgax*), phagocytic and proteolytic activity (e.g., *Cd68*, *Lamp1*, *Cst7*, *Mpeg1*, *Ubb*), and antigen presentation (e.g., *Cd74*, *H2-D1*, *B2m*) (Figure 2G), suggesting that ZBP1 critically drives engagement of neurodegeneration-associated microglial activation programs in tauopathy. 

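*Irf3* (ENSMUSG00000003184, chromosome 7, 44997648 to 45002848) had 245 UMIs in PS19 microglia (75.0 CPM) and 199 UMIs in PZKO microglia (59.1 CPM), a log2 ratio of −0.34 (95% interval −0.62 to −0.07). *Ripk1* (ENSMUSG00000021408, chromosome 13, 34002363 to 34037147) had 252 UMIs (77.2 CPM) and 211 UMIs (62.7 CPM), a log2 ratio of −0.30 (−0.57 to −0.03). In oligodendrocytes the log2 ratios of *Irf3* and *Ripk1* were −0.02 and −0.01, with intervals on both sides of 0. Of the other genes of the necroptosis pathway, *Casp8* had a log2 ratio of 0.05 (−0.13 to 0.24). *Ripk3*, *Mlkl* and *Fadd* had at most 18 UMIs per library and intervals on both sides of 0. The median of these 5 pathway genes was 0.22 (−0.35 to 0.79). A list of 21 interferon-stimulated genes was higher in PZKO microglia, with a median of 0.58 (95% interval 0.46 to 0.69). Of these genes, 20 had a log2 ratio above 0. Without the removal of doublets the median of this list was 0.13.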

Notably, expression of the ZBP1 effectors *Irf3* and *Ripk1* was also reduced (Figure 2G), supporting a role for ZBP1 in amplifying tau-induced inflammatory signaling in microglia. Conversely, ZBP1-deficient microglia were found to express higher levels of TGF-β/SMAD3-associated signaling genes (e.g., *Smad3* and *Tgfbrap1*) relative to PS19 microglia (Figure 2G), consistent with a shift towards a more homeostatic microglial state in PZKO mice. 

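*Smad3* (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) had 472 UMIs in PS19 (145 CPM) and 676 UMIs in PZKO (201 CPM), a log2 ratio of 0.47 (95% interval 0.30 to 0.65). *Tgfbrap1* (ENSMUSG00000070939, chromosome 1, 43047200 to 43098637) had 133 and 181 UMIs (40.7 and 53.8 CPM), a log2 ratio of 0.40 (0.07 to 0.73). Without the removal of doublets the median of this pair fell from 0.44 to 0.19. A list of 11 genes of homeostatic microglia had a median log2 ratio of 0.05 (−0.00 to 0.10), with 6 genes higher and 5 lower. In this list *P2ry12* rose from 2420 to 2879 UMIs (log2 ratio 0.21, 0.13 to 0.29) and *Sall1* had a log2 ratio of 0.34. The sign of this median was not stable, since it was −0.41 without the removal of doublets and −0.02 under the stricter filter on nuclei. Without the removal of doublets the microglial class was not the same set of nuclei. It then comprised 1173 PS19 nuclei and 1012 PZKO nuclei in 3 clusters. The ratio of its summed UMIs, PZKO over PS19, was 1.51 in place of 1.03.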

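Enrichment over the gene-set databases was not repeated, because it starts from a list of DEGs. Hand-written lists of genes were used in its place. A list of 17 further DAM genes was examined, none of which the study names for microglia. This list had a median log2 ratio of −0.52 (95% interval −0.61 to −0.44) in microglia, with 15 genes lower. Among these genes *Spp1* fell the most, *Ctsd* had a log2 ratio of −0.94 (−1.02 to −0.86), and *Axl* had a log2 ratio of 0.11 (−0.05 to 0.26). *Cd9*, with a log2 ratio of −0.24 in microglia, is named by the study as lower in astrocytes. A list of 10 complement genes had a median of −0.30 (−0.50 to −0.10), with all 10 genes lower; *C1qa* in this list is also among the genes that the study names. In it *C1qb* had a log2 ratio of −0.62 and *C1qc* of −0.63, while *C3*, with 28 UMIs in PS19 and 23 UMIs in PZKO, showed no difference detectable at this depth. The median of the DAM list was lower than those of all 10000 random lists matched on expression, and that of the complement list lay at percentile 0.13 of them. Outside microglia, the DAM list had medians of −0.65 in oligodendrocytes, −0.59 in astrocytes and −0.56 in excitatory neurons, and the complement list of −0.89, −0.82 and −0.81.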

Gene-set pathway enrichment of downregulated transcripts highlighted pathways related to microglial cell activation, synapse pruning, microglial phagocytosis, and complement activation (Figure 2H,I). Collectively, these data indicate that ZBP1 is a critical driver of microglial activation in the PS19 model of tauopathy.

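The paper takes the data of its section on microglia together, which include the staining of IBA1, CD68 and P2RY12, and concludes that ZBP1 drives microglial activation in PS19 mice. The staining data were not used here. In the same microglia, genes of ribosomal proteins had a median log2 ratio of −0.46, genes of oxidative phosphorylation of −0.48 and mitochondrially encoded genes of −0.58. A list of nuclear long noncoding RNAs had a median of 0.37. Genotype and library coincide in this comparison.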

### 3.3. Astrogliosis Is Reduced with the Deletion of ZBP1 in PS19 Mice

Astrocytes become reactive in tauopathy and contribute to inflammatory remodeling of the local neural microenvironment. To determine whether ZBP1 deletion alters astrocyte reactivity, we first evaluated GFAP^+^ coverage in the hippocampus of 9-month-old PS19 and PZKO mice by immunofluorescence staining. These imaging studies revealed significant reductions in GFAP^+^ coverage in PZKO mice across hippocampal subregions (Figure 3A–F) in contrast to the dense networks of reactive astrocytes in PS19 brains, indicating that ZBP1 loss dampens tau-associated astrocyte activation.

To gain a deeper understanding of how ZBP1 signaling impacts astrocyte biology, we next turned to our snRNA-seq dataset. To this end, astrocyte nuclei (AS; cluster 2) were enriched for canonical markers including *Aqp4*, Gja1, and *Gfap* (Figure 3G) and compared between genotypes. 

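Astrocytes comprised 1084 PS19 nuclei with a median of 6892.5 UMIs and 1166 PZKO nuclei with a median of 8954.5 UMIs. Their summed counts were 8106285 UMIs in PS19 and 11075679 UMIs in PZKO. *Gfap*, whose level is compared between genotypes, was not used to name the clusters; the 9 markers used included *Aqp4* and *Gja1*. *Zbp1* had 13 UMIs in PS19 astrocytes and 2 UMIs in PZKO astrocytes, a log2 ratio of −3.15 (95% interval −6.34 to −1.01).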

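As for microglia, no number of DEGs was derived from the astrocyte counts. By the same ranking, the 5 astrocyte genes lowest in PZKO were *Gh*, *Ttr*, *Dqx1*, *Gm11867* and *Tm4sf1*. *Gh*, which encodes growth hormone, had 104 UMIs in PS19 and 0 UMIs in PZKO, and with no filter on nuclei its log2 ratio was −1.05. *Dqx1* had 188 and 41 UMIs, a log2 ratio of −2.65 (95% interval −3.17 to −2.15). The 5 highest were *Tnfrsf23*, *Gm17167*, *Alk*, *Xlr3b* and *Myoc*. *Tnfrsf23* had 8 UMIs in PS19 and 130 UMIs in PZKO, a log2 ratio of 3.57 (2.55 to 4.81).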

Differential expression analysis identified 1553 DEGs between PS19 and PZKO astrocytes (Figure 3H). 

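The study names 18 genes as lower in PZKO astrocytes, in its text or in the volcano plot. All 18 had a log2 ratio below 0 with an interval below 0, from −1.35 to −0.35, and their median was −0.88 (95% interval −0.93 to −0.84). Random lists of astrocyte genes matched on mean expression had a median of 0.06 (95% range −0.05 to 0.15), and none of 10000 was as low, which again describes genes chosen on the same libraries. The median was −0.71 under the stricter filter on nuclei and −1.01 with no filter. In oligodendrocytes all 18 genes were lower in PZKO as well, with a median of −0.89, and for 11 of them the intervals of astrocytes and oligodendrocytes overlapped. The 1 gene that the volcano plot names as higher, *Tmem178b* (ENSMUSG00000057716), had 824 UMIs in PS19 and 1423 UMIs in PZKO, a log2 ratio of 0.34 (0.21 to 0.46). A list of 19 further genes of reactive astrocytes, which the study does not name, had a median of −0.52 (−0.67 to −0.37), with 17 genes lower. Its median was −0.52 in oligodendrocytes too, with 16 of 18 genes lower, and −0.46 in inhibitory neurons. In astrocytes *Lcn2* of this list fell from 61 to 12 UMIs (log2 ratio −2.80, −3.83 to −1.89).

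**Figure D2:**
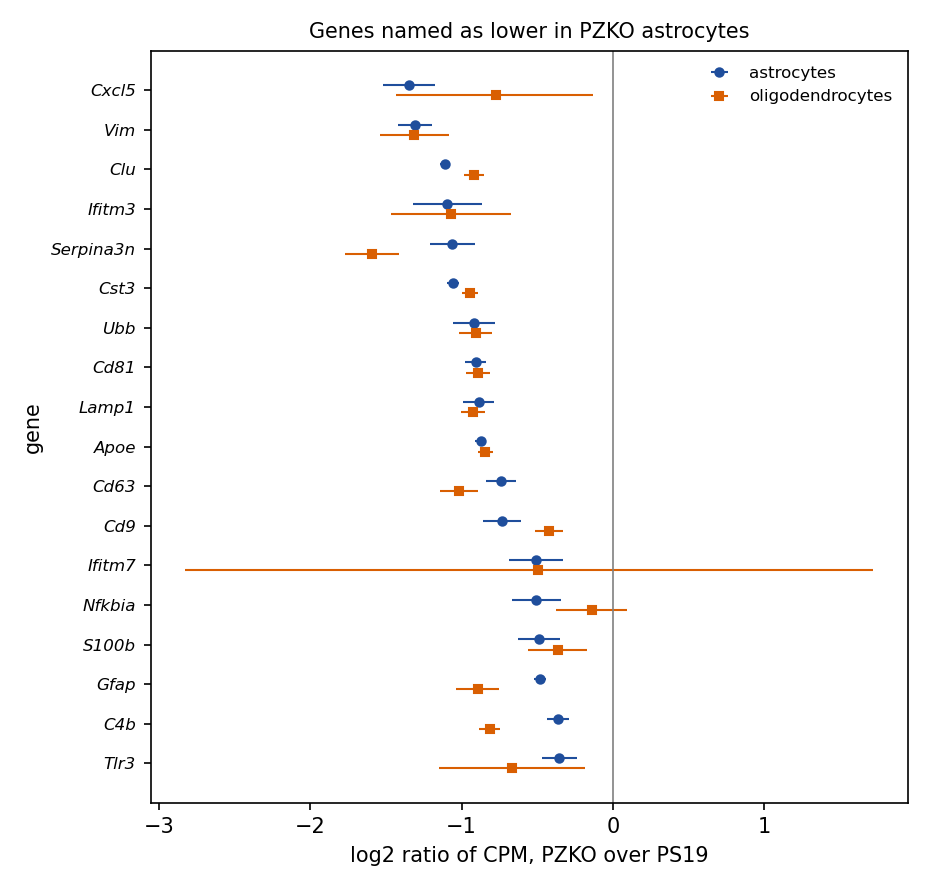
Log2 ratio of PZKO over PS19 (horizontal axis) of the 18 genes named as lower in PZKO astrocytes, in astrocytes and in oligodendrocytes. Points are ratios of CPM and bars their exact 95% intervals for counting error. All 18 points lie below 0 in both classes.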

PZKO astrocytes showed broad downregulation of genes associated with reactive and inflammatory states (Figure 3H). More specifically, we observed dampened expression of genes associated with astrocyte activation (*Gfap*, *Vim*, *Serpina3n*), metabolic distress and injury (e.g., Cst3, *Clu*, *Apoe*, *C4b*), stress responses (e.g., *S100b*, *Cxcl5*, *Ubb*), type I IFN signaling (e.g., *Ifitm3*, *Ifitm7*, *Tlr3*), and NF-κB signaling (e.g., *Nfkbia*) (Figure 3H). 

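*Gfap* (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) had 9296 UMIs in PS19 (1147 CPM) and 9098 UMIs in PZKO (821 CPM), a log2 ratio of −0.48 (95% interval −0.52 to −0.44). *Vim* fell from 1851 to 1023 UMIs (log2 ratio −1.31, −1.42 to −1.19), and *Serpina3n* from 940 to 615 UMIs (log2 ratio −1.06, −1.21 to −0.91). The log2 ratios were −1.11 for *Clu*, −1.06 for *Cst3*, −0.87 for *Apoe* and −0.37 for *C4b*. *Cxcl5* fell from 95.7 to 37.7 CPM (log2 ratio −1.35, −1.52 to −1.17), *Ubb* had a log2 ratio of −0.92 and *S100b* of −0.49. Of the genes of the type I IFN group, *Ifitm3* had a log2 ratio of −1.09 (−1.32 to −0.87), *Ifitm7* of −0.51 (−0.69 to −0.33) and *Tlr3* of −0.35 (−0.47 to −0.24). *Nfkbia* had 643 UMIs in PS19 (79.3 CPM) and 618 UMIs in PZKO (55.8 CPM), a log2 ratio of −0.51 (−0.67 to −0.35). In oligodendrocytes *Nfkbia* had a log2 ratio of −0.14 (−0.38 to 0.10), and *Serpina3n* of −1.59 (−1.77 to −1.41). The list of interferon-stimulated genes that was higher in PZKO microglia had a median of 0.10 (−0.02 to 0.22) in astrocytes.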

Consistent with these findings, gene-set pathway enrichment of downregulated transcripts highlighted pathways related to cellular stress responses, innate immune signaling, and autophagy (Figure 3I–J). Together, these imaging and transcriptional data indicate that ZBP1 deletion attenuates astrocyte reactivity and inflammatory responses in the hippocampus of PS19 mice.

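In place of the enrichment, which needs a list of DEGs, a list of 10 chaperone and autophagy genes was examined, 9 of which had UMIs in astrocytes to compare. *Gfap* and *Ubb* in this list are also named by the study as lower. All 9 were lower in PZKO, with a median log2 ratio of −0.60 (95% interval −0.69 to −0.52). Complement genes had a median of −0.82 in astrocytes (−1.04 to −0.60), again with all 9 measured genes lower, among them *C4b*, which the study names. Proteasome genes had a median of −0.31, with 34 of 39 genes lower. In oligodendrocytes the chaperone and autophagy list had a median of −0.68 and the complement list of −0.89. Genes of ribosomal proteins had a median of −0.54 in astrocytes (−0.58 to −0.50).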

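The paper sets the lower expression of these reactive and inflammatory genes beside the smaller GFAP+ coverage seen by imaging, and from both it concludes that the loss of ZBP1 attenuates astrocyte reactivity. The imaging data were not used here. Mitochondrially encoded genes had a median log2 ratio of −0.64 in the same astrocytes, and nuclear long noncoding RNAs of 0.23.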

### 3.4. ZBP1 Deletion Protects Against Neuronal Loss in Tauopathy

Intracellular tau aggregates disrupt the neuronal cytoskeleton, impair axonal transport and synaptic transmission, and ultimately drive the progressive neuronal loss that underlies cognitive decline. To determine how ZBP1 deletion affects neuronal health in tauopathy, we performed Nissl and MAP2 immunofluorescence staining to evaluate neuronal loss in PZKO mice and PS19 littermate controls at 9 months of age. In these studies, we observed increased coverage of both Nissl and MAP2 staining in PZKO hippocampal sections when compared to PS19 controls (Figure 4A–C), suggesting that ZBP1 deletion mitigates tau-associated neuronal degeneration.

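Excitatory neurons comprised 2760 PS19 nuclei with a median of 18781.5 UMIs and 3002 PZKO nuclei with a median of 27984 UMIs. Their summed counts, 58485033 UMIs in PS19 and 93178259 UMIs in PZKO, were the deepest of the classes compared, so counting error is smallest here. The variation between pools of mice is not covered by it, and these libraries cannot show that variation. *Zbp1* had 2 UMIs in PS19 excitatory neurons and 4 UMIs in PZKO excitatory neurons, too few to compare.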

We next leveraged our snRNA-seq dataset to further define how ZBP1 deletion affects gene expression signatures in excitatory neurons (Figure 4D), as dysfunction in this neuronal subset is known to be a major driver of disease in AD and tauopathies [41]. 

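No number of DEGs was derived for excitatory neurons either. By the ranking used for the glia, the 5 genes lowest in PZKO were *C330021F23Rik*, *Ttr*, *C1ql2*, *Gm11867* and *Has2os*. *C1ql2*, a marker of dentate granule cells, had 694 UMIs in PS19 and 331 UMIs in PZKO, a log2 ratio of −1.74 (95% interval −1.93 to −1.55). The 5 highest were *Gm13822*, *Lactbl1*, *Reln*, *Gm19303* and *9330185C12Rik*. *Reln* had 523 UMIs in PS19 and 2864 UMIs in PZKO, a log2 ratio of 1.78 (1.65 to 1.92).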

Differential expression analysis between PZKO and PS19 mice identified 3509 DEGs in this cluster (Figure 4E). 

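The glutamate receptor genes *Grm4*, *Grik1*, *Grik3* and *Gria4* had log2 ratios of 0.95, 0.81, 0.48 and 0.41. *Gria4* (ENSMUSG00000025892, chromosome 9, 4417896 to 4796234) had 31485 UMIs in PS19 (538 CPM) and 66829 UMIs in PZKO (717 CPM), with an interval of 0.39 to 0.43. *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) had 305 UMIs in PS19 (5.21 CPM) and 953 UMIs in PZKO (10.2 CPM), a log2 ratio of 0.97 (95% interval 0.78 to 1.16). *Npas4*, *Nr4a1*, *Arc* and *Egr1* had log2 ratios of 0.87, 0.73, 0.70 and 0.57. *Homer1* rose from 193 to 320 CPM (log2 ratio 0.73, 0.70 to 0.76), *Homer2* had a log2 ratio of 0.27, *Dlgap3* of 0.42, *Syt2* of 0.58 and *Syt9* of 0.62. Counting the genes of excitatory identity, wiring and dendritic signaling, the study names 20 genes as higher in PZKO excitatory neurons. All 20 had a log2 ratio above 0 with an interval above 0, and the median was 0.58 (0.52 to 0.64). Random lists of excitatory genes matched on mean expression had a median of −0.03 (95% range −0.13 to 0.07), and none of 10000 was as high, but here too the study chose the genes on the same libraries. The median moved most, to 0.28, when the ratio was taken within each excitatory cluster and averaged with the same weights in both libraries. All 20 ratios were then smaller, and that of *Gria4* fell to −0.00084. A list of 14 further immediate early genes had a median of 0.49 (0.40 to 0.58) in excitatory neurons and 0.28 at the same weights. In inhibitory neurons the 5 activity-dependent genes had a median of 0.34. In oligodendrocytes 18 of the 20 genes were higher in PZKO, with a median of 0.29.

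**Figure D3:**
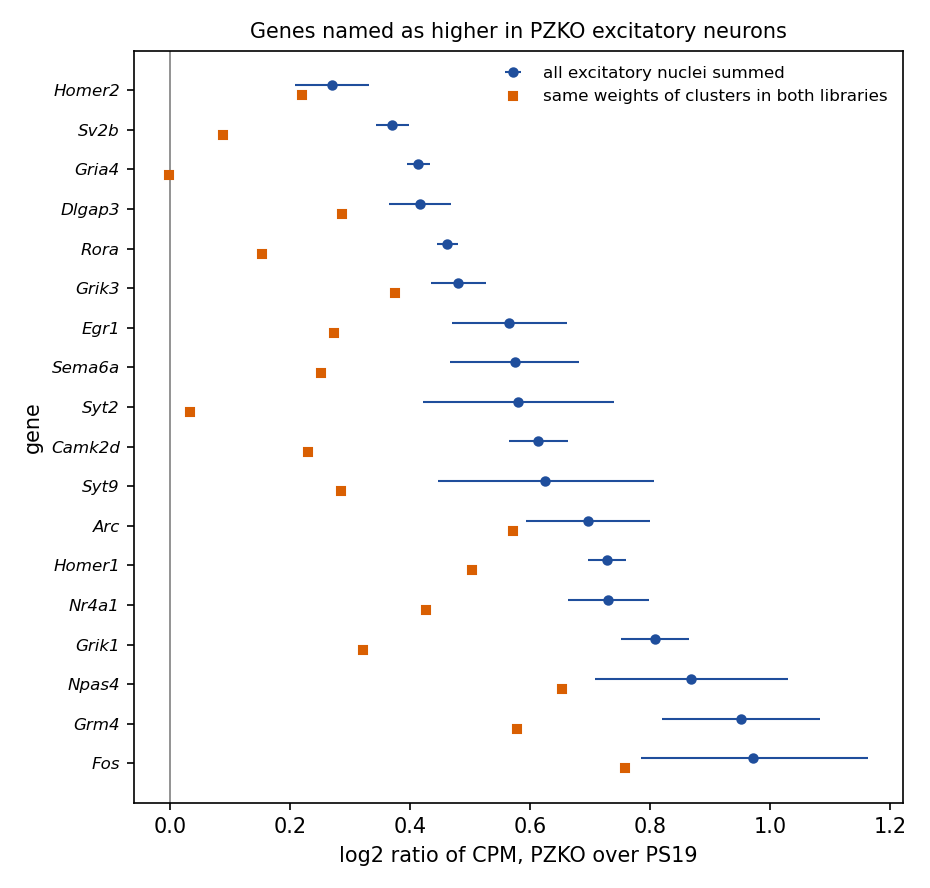
Log2 ratio of PZKO over PS19 (horizontal axis) of 18 of the 20 genes named as higher in PZKO excitatory neurons, over all excitatory nuclei with exact 95% intervals for counting error, and with the excitatory clusters at the same weights in both libraries. At the same weights all 18 values are smaller, between −0.00084 and 0.76.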

PZKO excitatory neurons showed increased expression of glutamatergic receptor genes (e.g., *Gria4*, *Grik1*, *Grik3*, *Grm4*), activity-dependent plasticity genes (e.g., *Fos*, *Arc*, *Npas4*, *Egr1*, *Nr4a1*), and synaptic scaffolding/vesicle machinery (e.g., *Homer1/2*, *Dlgap3*, *Syt2*, *Syt9*) (Figure 4E). ZBP1-deficient excitatory neurons in PS19 mice were also found to upregulate genes linked to excitatory identity, wiring, and dendritic signaling (e.g., *Satb2*, *Nrxn1*, *Rora*, *Sv2b*, *Sema6a*, *Camk2d*) (Figure 4E). In contrast, PS19 excitatory neurons were relatively enriched for AD risk and injury/stress-associated genes (e.g., *Apoe*, *Clu*, *Cst3*, *Apod*, *Mt1*, *Mt3*, *Ubb*, *Jun*), housekeeping and metabolic genes (e.g., *Cox8a*, *Gapdh*, *Actb*), and IFN-linked genes (e.g., *Ifngr2*, *Ifi27*, *Pabpc1*) (Figure 4E). 

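*Camk2d* (ENSMUSG00000053819, chromosome 3, 126596302 to 126846326) had 4773 UMIs in PS19 (81.6 CPM) and 11639 UMIs in PZKO (125 CPM), a log2 ratio of 0.61 (95% interval 0.57 to 0.66), and 0.23 with the excitatory clusters at the same weights in both libraries. *Sema6a*, *Rora* and *Sv2b* had log2 ratios of 0.57, 0.46 and 0.37, which became 0.25, 0.15 and 0.09 at the same weights. Over the 15 synaptic and identity genes that the study names, the median was 0.48 (0.45 to 0.51) over all excitatory nuclei and 0.23 at the same weights. The same genes had medians of 0.36 (0.23 to 0.48) in oligodendrocytes, with 14 higher, and 0.34 in astrocytes, with 13 higher. The medians were 0.28 in microglia, 0.23 in OPC, 0.19 in inhibitory neurons and 0.11 in endothelial cells.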

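All 14 of these genes had a log2 ratio below 0 with an interval below 0, from −1.28 to −0.43, and a median of −0.71 (95% interval −0.74 to −0.68). *Apoe*, a gene expressed mainly by glia, had 7973 UMIs in PS19 excitatory neurons (136 CPM) and 7780 UMIs in PZKO (83.5 CPM), a log2 ratio of −0.71 (−0.75 to −0.66). *Mt1*, *Jun*, *Apod* and *Cst3* had log2 ratios of −1.28, −1.17, −1.16 and −1.07. The housekeeping and metabolic genes *Gapdh*, *Cox8a* and *Actb* had log2 ratios of −0.63, −0.58 and −0.50. Of the IFN-linked genes, *Pabpc1* had a log2 ratio of −0.71, *Ifngr2* of −0.47 and *Ifi27* of −0.43. The median was −0.66 with the excitatory clusters at the same weights in both libraries. In oligodendrocytes all 14 genes were lower in PZKO too, with a median of −0.78.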

Gene-set pathway enrichment of upregulated transcripts in ZBP1-deficient neurons further highlighted pathways related to axon guidance and the regulation of glutamatergic synaptic transmission (Figure 4F,G). Together with increased Nissl and MAP2 coverage, these transcriptional changes indicate that ZBP1 deletion in PS19 mice protects against neurodegeneration and leads to increased expression of various neuronal health genes that are associated with synaptic transmission and plasticity.

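In place of the enrichment, whole gene families were examined in excitatory neurons. Of 23 glutamate receptor genes with UMIs to compare, 13 were higher and 10 lower in PZKO, with a median log2 ratio of 0.13 (95% interval 0.07 to 0.18). The median was 0.03 after the subtraction of the library's profile of free RNA. Of 69 axon guidance genes, 43 were higher and 26 lower, with a median of 0.08 (0.04 to 0.12), above those of all 10000 random lists matched on expression. Against random lists matched on gene length as well, the glutamate receptor list lay at percentile 88.6 and the axon guidance list at percentile 98.9. With the excitatory clusters at the same weights in both libraries, this median was 0.03.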

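The paper combines the higher glutamatergic, activity-dependent and synaptic genes with the greater Nissl and MAP2 coverage, and concludes that the loss of ZBP1 protects against neurodegeneration and raises the expression of neuronal health genes. The staining data were not used here. In the same neurons, genes of ribosomal proteins had a median log2 ratio of −0.47, genes of oxidative phosphorylation of −0.36 and mitochondrially encoded genes of −0.71. Nuclear long noncoding RNAs had a median of 0.06, with 3 genes higher and 3 lower.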

## 4. Discussion

In this study, we found that genetic ablation of ZBP1 provides protection against tau pathology and neuronal loss in the PS19 mouse model of tauopathy. This protection against tau-mediated neurodegeneration in ZBP1-deficient mice was accompanied by dampened microglial activation and a transcriptional shift toward a more homeostatic phenotype. Moreover, we observed that ZBP1 deletion led to reduced coverage of reactive astrocytes, suggesting decreased astrogliosis. These findings support a model in which ZBP1 amplifies tau-induced inflammation and neurodegeneration in tauopathy, and highlight ZBP1-dependent signaling as a potential target to limit tau-driven neurodegenerative disease.

In recent years, there has been growing appreciation for the role of cytosolic nucleic acid-sensing pathways in neurodegenerative diseases [1,2,3,4,5]. These pathways bind DNA and RNA that accumulate in the cytosol from nuclear and mitochondrial sources, following exposure to replicative or oxidative stress [6,7,8]. Multiple studies have reported overactivated nucleic acid-sensing pathways in a variety of neurodegenerative diseases, including amyotrophic lateral sclerosis, Parkinson’s disease, and primary tauopathies [42]. For instance, dampening innate immune responses via cGAS-STING, an innate immune pathway that binds cytosolic double-stranded DNA, has been shown to alleviate pathological outcomes in animal models of amyloidosis, tauopathy, ALS, and Parkinson’s disease [2,10,11,12,42,43,44,45,46]. However, the contributions of other innate immune pathways have not been thoroughly explored in models of tauopathy.

ZBP1 is a recently identified interferon-stimulated sensor of Z-form nucleic acids (Z-NAs) that plays vital roles in the generation of protective immune responses to viral infection [18,19,20,21,22] and tumors [47,48,49,50]. Once activated, ZBP1 signals through RHIM-dependent interactions with RIPK1 and RIPK3 to promote MLKL-dependent necroptosis and caspase-8–mediated apoptosis. ZBP1 also amplifies inflammatory responses by enhancing NF-κB activation, promoting inflammasome assembly, and reinforcing type I IFN and interferon-stimulated gene (ISG) programs, thereby creating positive-feedback loops between nucleic acid sensing, inflammation, and cell death.

Emerging data suggest that Z-NAs can form in the absence of infection, and this has been shown to trigger ZBP1 activation and promote disease progression in a range of sterile disorders [23,24,25,26,27,28,29,30]. Interestingly, evidence from multiple independent groups has revealed that Z-NAs can be readily detected in post-mortem brain sections isolated from AD patients and further shows that Z-NA levels positively correlate with neurodegenerative disease severity [31,32,33]. Moreover, recent studies suggest that ZBP1 is centrally involved in promoting neuroinflammation and amyloid beta plaque deposition in the 5xFAD mouse model of AD-related amyloidosis [31]. These findings, coupled with those featured in this paper showing marked protection against tauopathy progression, position ZBP1 as an attractive therapeutic target to pursue in the treatment of AD, primary tauopathies, and the many other neurodegenerative disorders where genotoxic stress is thought to play a role.

## Figures and Tables

**Figure 1:**
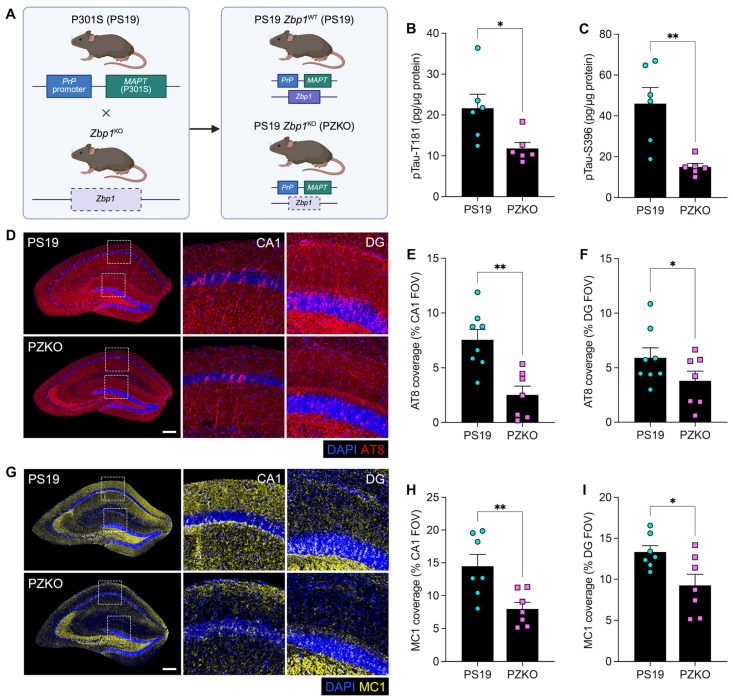
ZBP1 ablation limits pathogenic tau burden. (**A**) Schematic of the breeding strategy used to study the effects of ZBP1 deletion on tauopathy pathogenesis. P301S (PS19) and ZBP1-null (*Zbp1*^KO^) mice were crossed to generate PS19 *Zbp1*^KO^ (abbreviated as PZKO) mice and PS19 *Zbp1*^WT^ (abbreviated as PS19) littermate controls. Brains were harvested from PZKO and PS19 mice at 9 months of age to evaluate tau pathology by ELISA and immunofluorescence staining. (**B**) T-PER soluble p-tau T181 as picograms per milligrams (pg/mg) of total protein. (**C**) Guanidine-HCl soluble p-tau S396 as pg/mg of total protein. (**D**) Representative immunofluorescence (IF) images of hippocampal DAPI (blue) and AT8 (pTau-S202/T205; red) staining (scale bar = 200 µm; insets depict enlarged views of CA1 and DG within dashed frames). (**E**) AT8^+^ area as a percentage of the total field of view (FOV) within CA1. (**F**) AT8^+^ area as a percentage of the total FOV within DG. (**G**) Representative IF images of hippocampal DAPI (blue) and MC1 (misfolded/conformational tau; yellow) staining (scale bar = 200 µm; insets depict enlarged views of CA1 and DG within dashed frames). (**H**) MC1^+^ area as a percentage of the total FOV within CA1. (**I**) MC1^+^ area as a percentage of the total FOV within DG. Each data point represents an individual mouse and the error bars represent mean ± SEM. Statistical significance for ELISA experiments (**B**,**C**) was determined by unpaired Student’s *t*-test. Linear mixed-effects regression (LMER) testing was used for IF experiments (**E**,**F**,**H**,**I**). * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
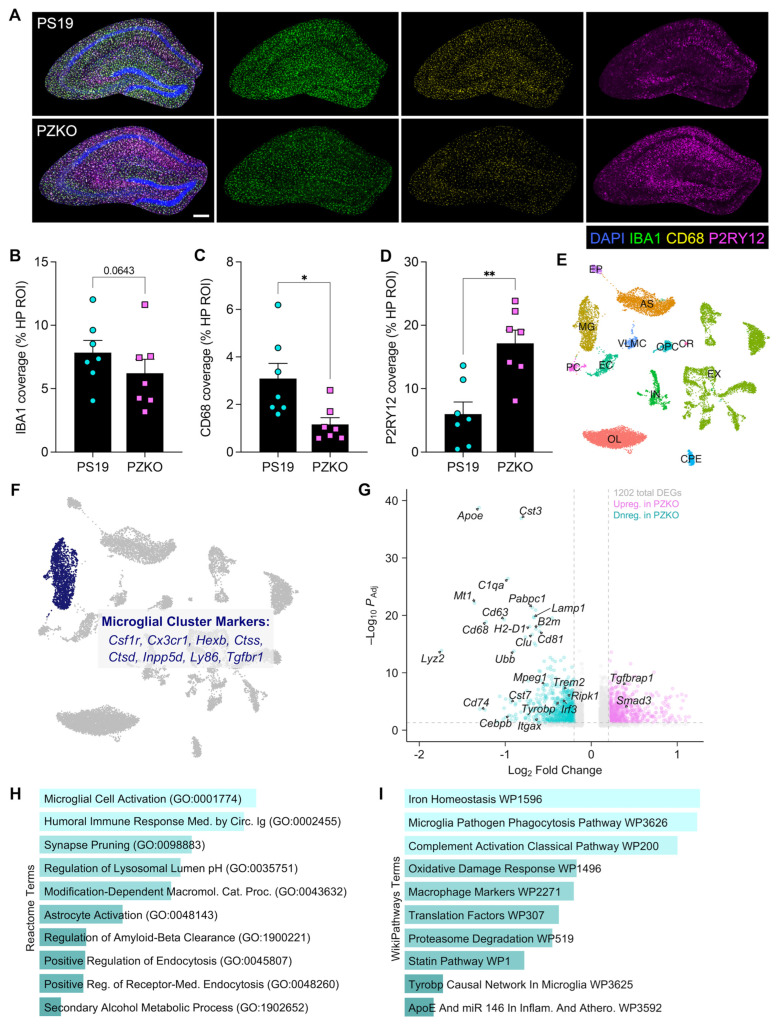
Tauopathy-driven microglial activation is dampened with ZBP1 deletion. (**A**) Representative IF images of hippocampal DAPI (blue), IBA1 (green), CD68 (yellow), and P2RY12 (magenta) staining (scale bar = 200 µm). (**B**) IBA1^+^ area as a percentage of the total hippocampal region of interest (HP ROI). (**C**) CD68^+^ area as a percentage of total HP ROI. (**D**) P2RY12^+^ area as a percentage of total HP ROI. (**E**) Uniform Manifold Approximation and Projection (UMAP) plot depicting cell clusters identified by single-nucleus RNA sequencing (snRNA-seq) of hippocampal tissue pooled from PS19 and PZKO mice at 9 months of age. Downstream analysis was performed using the Seurat package following standard preprocessing, normalization, dimensionality reduction, and clustering pipelines. (Abbreviations: AS = astrocyte; OL = oligodendrocyte; MG = microglia; OPC = oligodendrocyte precursor cells; EX = excitatory neuron; EC = endothelial cell; IN = inhibitory neuron; PC = pericyte; VLMC = vascular leptomeningeal cell; CP = choroid plexus [epithelial cell]; EP = ependymal [epithelial cell]). (**F**) UMAP plot with highlighted microglial cluster (labeled ‘MG’) and canonical identity markers curated from significantly enriched genes identified by ‘FindAllMarkers’ function in Seurat (v5.2.0). (**G**) Volcano plot depicting differentially expressed genes (DEGs) in the PZKO microglial cluster compared to that of the PS19 group. The combined microglia cluster was subsetted and genotype comparisons were tested using the MAST algorithm in Seurat. DEGs with –Log_2_ Fold Change (avg_log2FC) ± 0.25 and an adjusted *p*-value less than 0.05 were plotted using the EnhancedVolcano package. Genes are colored based on directionality of change (magenta: upregulated in PZKO; teal: downregulated in PZKO) and genes of interest are labeled on the plot. (**H**) Reactome Pathway Database terms enriched in downregulated DEGs in PZKO microglia. DEGs used in volcano plots were used as inputs to the EnrichR website portal for pathway enrichment analysis. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. (**I**) WikiPathway Database terms enriched in downregulated DEGs in PZKO microglia using the same criteria and methods as for the Reactome Pathway Database. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. Statistical significance between experimental groups was calculated by linear mixed effects modeling. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
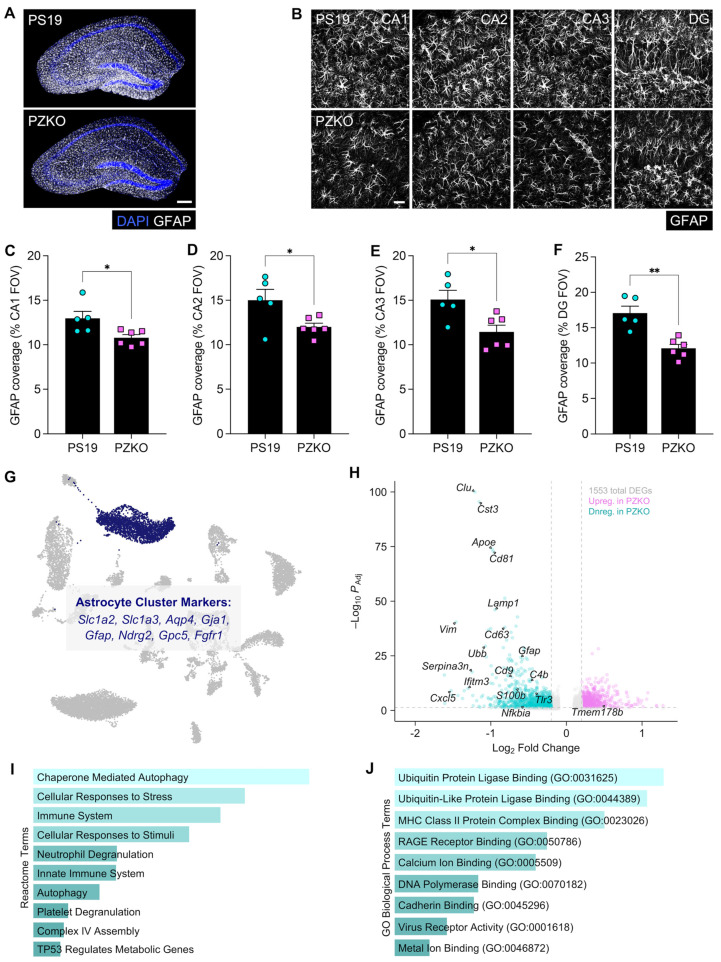
Astrogliosis is blunted with ZBP1 deficiency in PS19 mice. (**A**) Representative coronal hippocampal sections from 9-month-old PS19 and PZKO mice stained for DAPI (blue) and GFAP (white; scale bar = 200 µm). (**B**) Representative images of GFAP (white) in CA1, CA2, CA3, and DG (scale bar = 40 µm). (**C**–**F**) Quantification of GFAP^+^ area coverage per FOV in CA1, CA2, CA3, and DG. (**G**) snRNA-seq UMAP highlighting the astrocyte cluster with canonical markers. (**H**) Volcano plot depicting differential gene expression between PZKO astrocytes and PS19 astrocytes. (**I**) Reactome Pathway Database terms enriched in downregulated DEGs in PZKO astrocytes. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. (**J**) GO Biological Process Database terms most significantly enriched in downregulated DEGs in PZKO astrocytes. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. Statistical significance between experimental groups was calculated by linear mixed effects modeling. * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
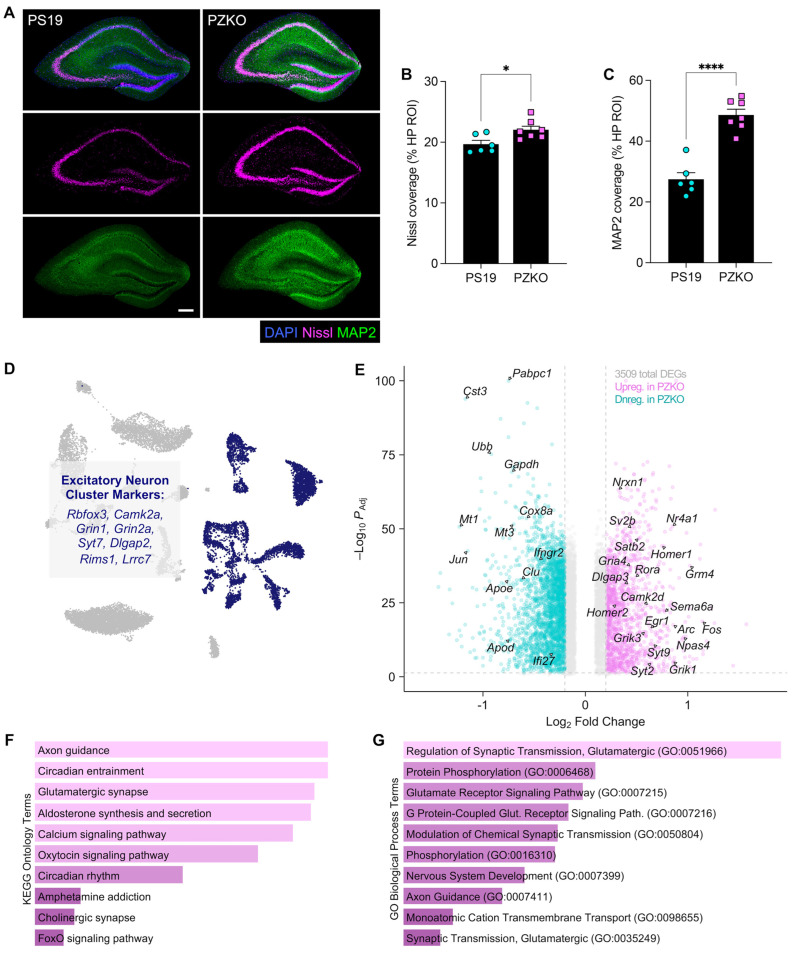
Loss of ZBP1 limits neuronal loss in tauopathy. (**A**) Representative coronal hippocampal sections from 9-month-old PS19 and PZKO mice stained for DAPI (blue), Nissl (magenta), and MAP2 (green; scale bar = 200 µm). (**B**) Quantification of Nissl^+^ area coverage per hippocampal ROI. (**C**) Quantification of MAP2^+^ area coverage per hippocampal ROI. (**D**) snRNA-seq UMAP highlighting the astrocyte cluster with canonical markers. (**E**) Volcano plot depicting differential gene expression between PZKO excitatory neurons and PS19 excitatory neurons. (**F**) KEGG Ontology Database terms most significantly enriched in upregulated DEGs in PZKO excitatory neurons. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. (**G**) GO Biological Process Database terms most significantly enriched in upregulated DEGs in PZKO excitatory neurons. Plot shows the top significantly enriched terms, ranked by ascending adjusted *p*-value. Statistical significance between experimental groups was calculated by linear mixed effects modeling. * *p* < 0.05, **** *p* < 0.0001.

## Data Availability

The original sequencing data presented in the study are openly available in the Gene Expression Omnibus (GEO) repository under accession number GSE325730.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15070591/s1, Figure S1: snRNA-seq of pooled hippocampus, clustering, and canonical marker-based cell-type identification. (**A**) UMAP plot depicting numbered and annotated clusters identified by single-nucleus RNA sequencing (snRNA-seq) of hippocampal tissue pooled from PS19 and PZKO mice at 9 months of age. (**B**) Dot plot depicting the expression of canonical marker genes (‘Features’) in individual clusters (‘Identity’), colored by average expression (purple = high; cyan = low) and scaled by percent expressed. (**C**) Graph depicting the percentages of each major identified cell type out of total combined nuclei across groups. (**D**) Graph depicting the fraction of nuclei of each cell type, split by genotype. (**E**) Heat map depicting the top 4 enriched markers for each cluster relative to all others and across groups. Column color labels correspond to the color key for clusters in (**A**). Normalized expression is depicted as a color scale (black = high; light grey = low).

# Supplementary material for: The Genotoxic Stress Sensor ZBP1 Drives Tau Pathology
**Source:** Cells. 2026 Mar 26;15(7):591. doi: 10.3390/cells15070591
**Supplement:** Supplementary file 1

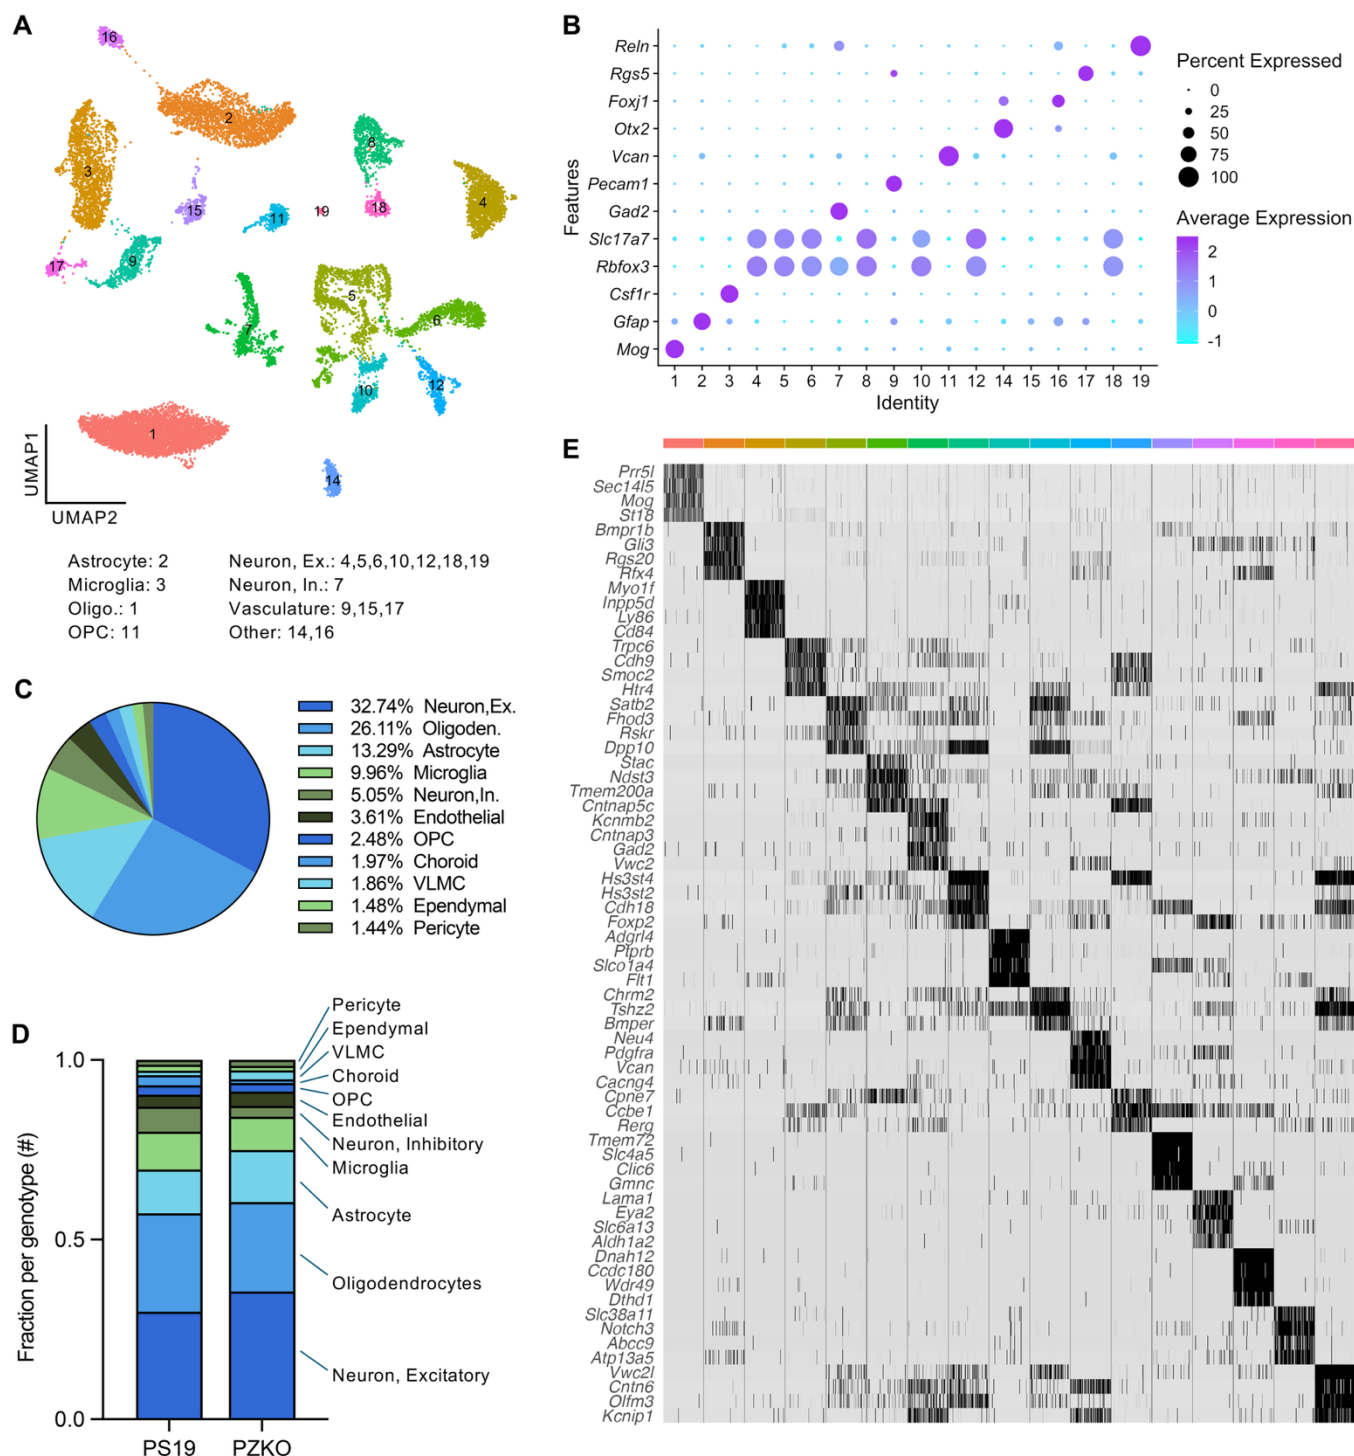

**Figure S1.** snRNA-seq of pooled hippocampus, clustering, and canonical marker-based cell-type identification. **(A)** UMAP plot depicting numbered and annotated clusters identified by single-nucleus RNA sequencing (snRNA-seq) of hippocampal tissue pooled from PS19 and PZKO mice at 9 months of age. **(B)** Dot plot depicting the expression of canonical marker genes ('Features') in individual clusters ('Identity'), colored by average expression (purple = high; cyan = low) and scaled by percent expressed. **(C)** Graph depicting the percentages of each major identified cell type out of total combined nuclei across groups. **(D)** Graph depicting the fraction of nuclei of each cell type, split by genotype. **(E)** Heat map depicting the top 4 enriched markers for each cluster relative to all others and across groups. Column color labels correspond to the color key for clusters in **(A)**. Normalized expression is depicted as a color scale (black = high; light grey = low).

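The panels of Figure S1 show how nuclei were sorted into cell types before the genotypes were compared. In a UMAP plot each point is a nucleus, and nuclei with similar expression lie close together. In a dot plot the size of a dot gives the percentage of the nuclei of a cluster with a UMI of the gene, and its color gives the average level. In the deposited counts, sorted anew, excitatory neurons made up 30.5% of the 18897 nuclei kept from both libraries, oligodendrocytes 25.6%, astrocytes 11.9%, microglia 9.01%, inhibitory neurons 6.15% and endothelial cells 3.50%. OPC, choroid plexus cells, VLMC, pericytes and ependymal cells made up between 1.29% and 2.25% each.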

How the deposited data were processed for this re-analysis (not part of the article)

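The deposited data come from single-nucleus RNA sequencing of the hippocampus with 10x Genomics 3′ chemistry, in 1 library of PS19 mice and 1 library of PZKO mice. Each library is a pool of hippocampi from 5 males aged 9 months, and 6000 nuclei per sample were targeted. The authors counted unique molecular identifiers (UMIs) per gene and nucleus with Cell Ranger on the mm10 reference, and the deposited values are these counts as whole numbers, without normalization. The header of both count matrices names Cell Ranger 8.0.1. The correction of ambient RNA by SoupX, the filter on nuclei and the removal of doublets by DoubletFinder that the methods describe are not part of the deposited counts. Gene positions came from GENCODE M21, which held a position for 32235 of the 32285 genes in the matrices (99.8%).

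The PS19 library held 11469 nuclei and the PZKO library 10920 nuclei. Under the thresholds of the methods, 185 PS19 nuclei and 121 PZKO nuclei had fewer than 600 UMIs or fewer than 300 genes, and 845 and 690 nuclei had more than 5% mitochondrial UMIs. Scrublet, as built into scanpy 1.11.5, scored doublets in each library, and the highest-scoring nuclei were removed at a rate of 0.8% per 1000 nuclei (8.37% of PS19 nuclei and 8.10% of PZKO nuclei). Scrublet's automatic threshold was not used, because it marked 585 nuclei in PS19 and 0 nuclei in PZKO. The 18897 nuclei kept held 100729375 UMIs in PS19 and 151995959 UMIs in PZKO.

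Counts were normalized to 10000 UMIs per nucleus and log-transformed. From 2000 variable genes chosen within each library, 30 principal components were computed for both libraries together, with no integration, and nuclei were joined to their 20 nearest neighbours and clustered with leidenalg 0.10.2 at a resolution of 1. Genes whose levels were to be compared, *Zbp1*, sex-linked genes and mitochondrial genes were left out of the variable genes. Clusters that carried markers of different classes were clustered again and divided further, and the macrophage cluster came from this step. Clusters were named from lists of marker genes, where at least 3 markers were detected. The thresholds for leaving a cluster unnamed were set after the clusters had been seen, and unnamed clusters hold 4.39% of PS19 nuclei and 3.85% of PZKO nuclei.

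For each class and library the UMIs of a gene were summed over nuclei and scaled to the same total in every class and library (CPM). The log2 ratio of PZKO over PS19 has an exact conditional binomial 95% interval (Clopper-Pearson), UMI sums have exact Poisson intervals and shares of nuclei have exact binomial intervals. These intervals cover counting error only. With 1 library per genotype, no test between genotypes was made, no number of differentially expressed genes was derived, and nuclei were not treated as replicates. Where a gene had a count of 0 in a library, 3 counts were allowed for it.

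Genes were named in the text by a fixed rule. The rule takes every gene that the text or a volcano plot of the study names for a class, *Zbp1*, *Xist*, *Ddx3y*, *Uty*, *Eif2s3y*, *Kdm5d*, *Mapt* and *Prnp*, and in each class compared by the study the 5 genes with the lowest and the 5 with the highest ratio among genes with at least 100 UMIs, ranked by the end of the interval nearest to 0. Further lists are given by their medians. They cover further DAM genes, homeostatic microglia, interferon-stimulated genes, necroptosis, reactive astrocytes, clock genes, immediate early genes, ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes, the proteasome, translation factors, complement, chaperones and autophagy, glutamate receptors, axon guidance and nuclear long noncoding RNAs. Members of a list were named where the list itself was described. The values of some single genes, among them values under the alternatives, are not reported here, while the medians and counts of the lists include these genes. The median of a list was set beside those of 10000 random lists matched on mean expression, and its 95% interval comes from the standard deviation of the median over 1000 Poisson redraws of the counts.

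The calculation of ratios, intervals and list medians was tested on simulated class sums drawn at the depth of these libraries, with 200 genes changed per class. The filter on nuclei, the removal of doublets, the clustering and the naming were not part of it. The draws were Poisson, as the intervals assume, so the coverage checks the calculation and not the fit of that assumption to these libraries. The interval held the true ratio for 93.0% to 96.5% of the changed genes in microglia, astrocytes, excitatory neurons and oligodendrocytes. The intervals of list medians held the true median in 89.3% to 96.7% of 300 simulated lists.

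The marker genes, the rule for naming genes, the lists and 13 alternatives were set before the data were examined. The alternatives are edgeR 4.0.16 TMM scaling, DESeq2 1.42.0 size factors, the mean over nuclei in place of summed UMIs, a minimum of 20 UMIs per library, the subtraction of an ambient profile, a stricter and no filter on nuclei, no removal of doublets, clustering of each library on its own, clustering with the compared genes left in, a Leiden resolution of 0.5, equal weights of the excitatory clusters in both libraries, and macrophages counted with microglia. A further alternative, the subtraction of the profile of a cluster of low-UMI nuclei, was added after the data had been seen. SoupX, DoubletFinder and harmony were not used, and the enrichment of pathways was not repeated because it starts from differentially expressed genes. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9 and R 4.3.3.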

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

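The comparison of interferon-stimulated genes with oligodendrocytes and excitatory neurons, the size left beyond lists matched on length, and the subtraction of the profile of low-UMI nuclei, were chosen only after the result was seen. The other tests in this part were planned before their results were seen.

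Oligodendrocytes, a class that the paper did not compare between genotypes, showed lower counts in PZKO for the genes that the paper names as lower in other classes. The median log2 ratio in oligodendrocytes was −0.924 for the 23 genes named for microglia, −0.893 for the 18 genes named for astrocytes and −0.778 for the 14 genes named for excitatory neurons. In the classes for which the genes were named, the medians were −0.744, −0.881 and −0.707. In oligodendrocytes 22 of the 23 microglial genes, all 18 astrocyte genes and all 14 genes of excitatory neurons were lower, and each median lay below those of 10000 random lists matched on expression. For 18 of the 23 microglial genes the intervals in microglia and oligodendrocytes overlapped. Of the other 5 genes, *Apoe* fell further in microglia (−1.32 against −0.84) and *Itgax* was lower in microglia and higher in oligodendrocytes (−0.52 against 1.49, the latter from 6 and 19 UMIs), while *Cst3*, *Cd81* and *B2m* fell further in oligodendrocytes. *Irf3* and *Ripk1*, at −0.34 and −0.30 in microglia, were near 0 in oligodendrocytes, but with intervals that overlapped. The difference between classes was not tested, since each has 1 library per genotype.

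The shift extended to genes that the paper does not name. Genes of ribosomal proteins had a median of −0.47 in oligodendrocytes, −0.46 in microglia, −0.54 in astrocytes and −0.47 in excitatory neurons, and mitochondrially encoded genes had medians between −0.71 and −0.58 in these classes. Translation factors had medians of −0.21 in microglia and −0.22 in astrocytes and in excitatory neurons, and proteasome genes of −0.15, −0.31 and −0.16. Endothelial cells differed, with medians of 0.04 for ribosomal proteins and 0.07 for mitochondrially encoded genes, while the lists named for microglia, astrocytes and excitatory neurons still had medians of −0.55, −0.40 and −0.38 there. The medians of all genes moved by less than 0.1 under TMM or DESeq2 scaling in each class examined.

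Several technical explanations of the lower lists were weighed. A shift over the whole library in cytoplasmic or ambient RNA predicts the same genes lower in oligodendrocytes by at least 0.5 of the size in the compared class, and the values of −0.924, −0.893 and −0.778 are of that size. This may reflect a different amount of free or cytoplasmic RNA in the nuclei of the 2 preparations. The genes are not alike in this respect. A microglial gene that falls in microglia themselves would also lower the free RNA that reaches other nuclei, so its fall elsewhere does not show where the fall began, whereas ribosomal and mitochondrially encoded genes are expressed by all classes.

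A difference in UMIs per nucleus is argued against as the whole cause, because the medians between nuclei matched on UMIs were −0.691 in microglia, −0.858 in astrocytes and −0.469 in excitatory neurons. A few genes taking most of the counts are argued against too, since the medians were −0.745, −0.890 and −0.727 with the 10 most abundant genes left out of each total. A shift between short, spliced transcripts and long, intron-rich transcripts was present, with medians of −0.23 in microglia, −0.34 in astrocytes and −0.26 in excitatory neurons for the shortest 20% of genes and of 0.12, 0.10 and 0.07 for the longest. Gene length alone is argued against as the whole cause by its size. Random lists matched on expression and length had medians of −0.089 in microglia, −0.13 in astrocytes and −0.15 in excitatory neurons. That leaves −0.655, −0.748 and −0.552 of the medians of the named lists. Matching on length cannot rule out a shift in spliced or cytoplasmic RNA. Ribosomal protein genes, which the study does not name, also lay below their matched lists in microglia (−0.46 against −0.14). The rank of the named lists among the matched ones, at percentile 0 in each of these classes, is no further evidence, because the study chose the genes on the same libraries. For the 17 DAM genes that the study does not name for microglia, the median in microglia was −0.52 against −0.048 in matched lists. Of these genes, *Cd9* is named by the study as lower in astrocytes.

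Free RNA of other classes cannot be told apart from a change within each class by the subtraction that was run. The medians after subtraction of the profile of all nuclei were −0.734 in microglia, −0.868 in astrocytes and −0.728 in excitatory neurons, but that profile assumes that free RNA has the composition of whole nuclei. When the profile of low-UMI nuclei was subtracted, the median in astrocytes was −0.59, and in oligodendrocytes the sign of all 3 lists turned. The effect of genotype stays open and untested. Library and genotype coincide, so neither the whole shift nor the part beyond it can be assigned to the loss of ZBP1 from these 2 libraries alone.

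In microglia, 21 interferon-stimulated genes, which the paper does not discuss for this class, had a median log2 ratio of 0.577 (95% interval 0.46 to 0.69). Of them, 20 were higher in PZKO, 18 with an interval above 0, and the median lay above those of all 10000 random lists matched on expression. *Ifit2* rose from 74 to 240 UMIs (log2 ratio 1.65) and *Isg15* from 17 to 46 UMIs (1.39), while *Ifi27l2a* was at −0.29 with an interval on both sides of 0. Summed over the list, PS19 microglia had 5259 UMIs and PZKO microglia 7802 UMIs.

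A few nuclei with very high levels are argued against as the whole cause, since the median was 0.488 without the 5% of microglial nuclei with the most UMIs of the list in each library. Between nuclei matched on UMIs the median was 0.584, which argues against the difference in depth. A shift over the whole library cannot be told apart from a change in microglia. The medians were −0.0112 in oligodendrocytes, with 10 genes higher and 10 lower, 0.113 in excitatory neurons, with 14 higher and 7 lower, 0.10 in astrocytes, −0.04 in inhibitory neurons and −0.37 in OPC, but 0.31 in endothelial cells, more than 0.5 of the size in microglia. The choice of nuclei matters, because without the removal of doublets, when microglia comprised 1173 PS19 nuclei and 1012 PZKO nuclei in 3 clusters, the median was 0.13. A difference between the pools of mice and the loss of ZBP1 both stay open as hypotheses, and neither was tested.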

How the results depend on the processing

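Of the alternatives reported here, the subtraction of the profile of low-UMI nuclei was chosen only after the data had been seen.

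The medians of the 5 lists of genes that the study names kept their direction under every alternative that was run. For the genes named as lower in microglia the median of −0.74 was −0.53 under the stricter filter on nuclei and −1.07 without the removal of doublets, and it stayed within its counting interval under the other 11 alternatives. For the genes named as higher in microglia the median of 0.44 was 0.19 without the removal of doublets. For the genes named as lower in astrocytes the median of −0.88 was −0.80 under TMM scaling, −0.79 under DESeq2 size factors, −0.71 under the stricter filter, −1.01 with no filter and −0.59 after subtraction of the profile of low-UMI nuclei. For the genes named as higher in excitatory neurons the median of 0.58 was 0.65 under TMM scaling, 0.66 under DESeq2 size factors, 0.66 with the mean over nuclei, 0.51 after subtraction of the library's ambient profile and 0.28 at equal weights of the excitatory clusters. For the genes named as lower in excitatory neurons the median of −0.71 was −0.63 under TMM scaling, −0.62 under DESeq2 size factors, −0.75 with the mean over nuclei, −0.66 at equal weights and −0.87 after subtraction of the profile of low-UMI nuclei, which left 6 of 14 genes with UMIs to compare.

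The shifts under TMM and DESeq2 scaling follow from their construction, since each multiplies all ratios of a class by the same factor. The shift at equal weights follows from the different mix of excitatory clusters in the libraries. For the stricter filter, the absence of a filter, the mean over nuclei and the ambient profiles the cause was not tested. Without the removal of doublets the microglial clusters grew to 7146872 UMIs in PS19 and 10772776 UMIs in PZKO, a ratio of 1.51 in place of 1.03, and beyond this the cause was not tested. The largest difference between class shares, 3.48 percentage points for excitatory neurons, was 1.20 points under the stricter filter, where the largest difference was 1.77 points for astrocytes, and the cause was not tested. The log2 ratio of *Zbp1* lay between −1.90 and −1.71 under the alternatives that change the nuclei.

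Among single genes, 109 genes named in microglia, astrocytes or excitatory neurons had 1364 values under alternatives, of which 1128 stayed within the counting interval, 231 lay outside it and 5 changed sign where that interval excluded 0. At equal weights of the excitatory clusters *Gria4* was at −0.00084 in excitatory neurons, where the construction of the alternative removes the difference in mix. After subtraction of the profile of low-UMI nuclei, *Mt1* was at 4.03, *Clu* at 3.66 and *Cryab* at 0.31 in microglia, and *Cd9* was at 0.12 in astrocytes.

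The medians of 24 other lists had 302 values under alternatives, of which 223 stayed within the counting interval, 72 lay outside it and 7 changed sign where that interval excluded 0, all 7 after subtraction of the profile of low-UMI nuclei. In oligodendrocytes the lists named as lower in microglia, astrocytes and excitatory neurons then had medians of 1.03, 0.95 and 6.29, and ribosomal protein genes 3.33. The genes named as lower in excitatory neurons had a median of 0.94 in inhibitory neurons, over 4 genes. Ribosomal protein genes had a median of 1.44 in astrocytes, and glutamate receptor genes of −0.010 in excitatory neurons. In oligodendrocytes this subtraction removed 20.6% of the UMIs in PS19 and 7.64% in PZKO, and it took 13 of 23, 10 of 18 and 8 of 14 genes of these lists to 0 in PS19 but 2, 3 and 0 genes in PZKO. The sign of the medians of these lists there follows from that unequal subtraction. For the other values that changed sign the cause was not tested. The median of the homeostatic microglial genes, whose interval reached 0, was −0.41 without the removal of doublets, and that of the interferon-stimulated genes in microglia was 0.13. The cause was not tested.

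Depth limits what the microglial values can show. *Zbp1*, *Mlkl*, *Ripk3* and *Fadd* had at most 48 UMIs per library in microglia, so that only large ratios would be seen. In excitatory neurons the summed counts are deeper and counting error is smaller. The variation between pools of mice cannot be given by 1 library per genotype, so the 2 were not compared.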

Differences from the paper's values

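Values of the paper that were read by eye from its volcano plots were compared with the log2 ratios computed here, with a reading tolerance of 0.1 on the log2 scale. Across the genes of a plot, the values computed here were 0.967 times those of Fig. 2G, 0.872 times those of Fig. 3H and 0.957 times those of Fig. 4E by a slope through 0, so both are on the log2 scale, and no gene had the opposite sign. In microglia 1 of 25 genes differed, in astrocytes 9 of 18 and in excitatory neurons 6 of 32. The legend of Fig. 2G gives avg_log2FC from Seurat, while the values here are ratios of summed UMIs. With the mean over nuclei in place of summed UMIs, 2 of 25, 3 of 18 and 5 of 32 genes differed. Alternatives not named for a gene below, of those that gave a value for it, did not bring it within the tolerance or counting error of the paper's value.

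In microglia, *Cd74* had a log2 ratio of −0.92, and the paper's value is about −1.2 in Fig. 2G, read by eye. Without the removal of doublets, an alternative set before the data were examined, the values did not differ (−1.23). Under the subtraction of the profile of low-UMI nuclei, which was chosen after seeing the values, they did not differ either (−1.01). Neither match extends to the whole plot. Without the removal of doublets 18 of the 25 microglial genes differed from the paper's values, and under that subtraction 6 did.

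In astrocytes, all of the paper's values were read by eye from Fig. 3H. *Apoe* had a log2 ratio of −0.87, and the paper's value is about −1.0 in Fig. 3H. The values did not differ with no filter on nuclei (−1.08), nor under the subtraction of the profile of low-UMI nuclei, chosen after seeing the values (−0.94). *Vim* had a log2 ratio of −1.31, and the paper's value is about −1.5 in Fig. 3H. The mean over nuclei gave −1.43, which did not differ. *Cd63* had a log2 ratio of −0.74, and the paper's value is about −0.85 in Fig. 3H, which was reached with no filter on nuclei (−0.85). *Ubb* had a log2 ratio of −0.92, and the paper's value is about −1.1 in Fig. 3H. With the mean over nuclei (−0.97) and with no filter (−1.16) the values did not differ. *Gfap* had a log2 ratio of −0.48, and the paper's value is about −0.6 in Fig. 3H. No difference remained with the mean over nuclei (−0.55), with no filter (−0.54) or under the subtraction of the profile of low-UMI nuclei, chosen after seeing the values (−0.57).

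*Serpina3n* had a log2 ratio of −1.06 in astrocytes, and the paper's value is about −1.3 in Fig. 3H. Neither the mean over nuclei (−1.17) differed from it nor the value under the subtraction of the profile of low-UMI nuclei, chosen after seeing the values (−1.27). *Cxcl5* had a log2 ratio of −1.35, and the paper's value is about −1.6 in Fig. 3H. The mean over nuclei gave −1.53, which did not differ. *S100b* had a log2 ratio of −0.49, and the paper's value is about −0.65 in Fig. 3H. With the mean over nuclei (−0.52) and without the removal of doublets (−0.52) the values did not differ. *Tmem178b* had a log2 ratio of 0.34, and the paper's value is about 0.5 in Fig. 3H. TMM scaling (0.42) and DESeq2 size factors (0.43) gave values that did not differ.

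In excitatory neurons, the paper's values were read by eye from Fig. 4E. *Cst3* had a log2 ratio of −1.07, and the paper's value is about −1.2 in Fig. 4E, which was reached after the subtraction of the library's ambient profile (−1.21). *Nr4a1* had a log2 ratio of 0.73, and the paper's value is about 0.85 in Fig. 4E. No difference remained under TMM scaling (0.81), under DESeq2 size factors (0.82), with the mean over nuclei (0.90) or after the subtraction of the ambient profile (0.76). *Arc* had a log2 ratio of 0.70, and the paper's value is about 0.85 in Fig. 4E. Under TMM scaling (0.77), under DESeq2 size factors (0.78) and with the mean over nuclei (0.94) the values did not differ. *Clu* had a log2 ratio of −0.80, and the paper's value is about −0.6 in Fig. 4E. *Apod* had a log2 ratio of −1.16, and the paper's value is about −0.75 in Fig. 4E. *Sema6a* had a log2 ratio of 0.57, and the paper's value is about 0.8 in Fig. 4E. For *Clu*, *Apod* and *Sema6a* the values differed under each alternative that gave a value.

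Inhibitory neurons made up 6.58% of PZKO nuclei, and the paper's value is about 3.0% in Fig. S1D, read by eye. The shares of the other classes read from Fig. S1C and Fig. S1D did not differ. The nuclei formed 39 clusters, counted after the further division of clusters with markers of different classes, and the paper reports 19 clusters. Both values differed under each of the alternatives that change the nuclei or the clustering.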

Other observations

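The comparison of the synaptic and identity genes with oligodendrocytes and other classes, and the size left beyond lists matched on length, were chosen only after the result was seen. The other tests in this part were planned before their results were seen.

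Immediate early genes were higher in PZKO excitatory neurons, in the list of 5 activity-dependent genes that the study names (median log2 ratio 0.73) and in 14 others (median 0.49). A different time of day or handling at collection is a candidate explanation, and clock genes were examined for it. The median of *Per1*, *Per2*, *Dbp*, *Nr1d1* and *Ciart* was −0.04 in astrocytes, at percentile 54.8 of random lists, and −0.43 in oligodendrocytes, at percentile 2.75, with *Arntl* at 0.23 in both. All 16 clock genes had medians of −0.37 in microglia, 0.00 in astrocytes and 0.11 in excitatory neurons. Collection time cannot be told apart from genotype with these values, because the classes disagree and the collection of the pools coincides with the genotypes.

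The 15 synaptic and identity genes that the study names as higher in PZKO excitatory neurons had a median of 0.48. A shift over the whole library predicts the same genes higher in oligodendrocytes by at least 0.5 of that size, and the median there was 0.357, with 14 of 15 genes higher. In astrocytes the median was 0.34 and in microglia 0.28. It was less than 0.5 of that size in OPC (0.23), inhibitory neurons (0.19) and endothelial cells (0.11). The classes thus disagree, and such a shift may account for part of the rise. A different mix of excitatory neuron clusters may account for part of it, since the median was 0.231 at equal weights of the clusters in both libraries, less than 0.5 of its size. A difference in UMIs per nucleus is argued against as the whole cause by a median of 0.420 between nuclei matched on UMIs. A shift between short and long transcripts is argued against as the whole cause by its size, since random lists matched on expression and length had a median of 0.078, which leaves 0.403 of the median. The mix itself, with 1009 nuclei in PS19 and 513 nuclei in PZKO in the cluster that resembled dentate granule cells, may reflect the genotype or how the hippocampi were dissected. Neither was tested.

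The fall of *Cd74*, *Lyz2* and *Cst7* in PZKO microglia might come from fewer macrophages within the microglial cluster. For *Cd74* and *Lyz2* this cannot be told apart from a change in microglia. Of the UMIs in microglia and macrophages together, the macrophage cluster, which was kept apart, held 16.7% of those of *Cd74* in PS19 and 12.8% in PZKO, 6.59% and 11.6% of those of *Lyz2*, and 0% of those of *Cst7* in both. With macrophages counted with microglia the log2 ratios were −0.98, −1.82 and −0.82. For *Cst7*, the absence of UMIs in the macrophage cluster argues against a loss of macrophages of that kind. Neither these shares nor these ratios measure macrophages left within the microglial cluster, so the question stays open for *Cd74* and *Lyz2*.

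Genes around the knocked-out gene could carry variants of the strain in which the knockout was made. The median absolute log2 ratio of genes within 5 Mb of *Zbp1* lay at percentile 52.9 of other genes of chromosome 2 at the same expression in excitatory neurons (57 genes), at percentile 46.1 in astrocytes (45 genes) and at percentile 84.7 in oligodendrocytes (37 genes). This argues against a general difference of expression over this segment, and single genes in it were not examined for variants.

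*Ttr*, a transcript of choroid plexus cells, was lower in PZKO in the other classes together, from 28222 to 4270 UMIs, a log2 ratio of −3.33. Within choroid plexus cells its log2 ratio was −0.65. Choroid plexus cells made up 2.85% of PS19 nuclei and 1.12% of PZKO nuclei, so their free RNA is a candidate source. The other 6 markers of choroid plexus cells had a median of −0.493 in the other classes, from −1.48 for *Folr1* to −0.10 for *Otx2*, whose interval lay on both sides of 0. Free RNA of choroid plexus cells cannot be told apart from other causes of the fall of *Ttr*. The other 6 markers all had log2 ratios below 0, but they fell less than *Ttr* and by unequal amounts. They had at most 785 UMIs per library outside these cells.

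*Ripk1*, lower in PZKO microglia, had a log2 ratio of 0.38 in astrocytes. *Gh*, with 104 UMIs in PS19 astrocytes and 0 UMIs in PZKO astrocytes (log2 ratio −1.05 with no filter on nuclei), and *Tnfrsf23*, with 8 and 130 UMIs, were the astrocyte genes with the lowest and the highest ratio by the ranking used.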
